# Unveiling functional heterogeneity in breast cancer multicellular tumor spheroids through single-cell RNA-seq

**DOI:** 10.1038/s41598-020-69026-7

**Published:** 2020-07-29

**Authors:** Erick Andrés Muciño-Olmos, Aarón Vázquez-Jiménez, Ugo Avila-Ponce de León, Meztli Matadamas-Guzman, Vilma Maldonado, Tayde López-Santaella, Abrahan Hernández-Hernández, Osbaldo Resendis-Antonio

**Keywords:** Cancer, Computational biology and bioinformatics, Systems biology

## Abstract

Heterogeneity is an intrinsic characteristic of cancer. Even in isogenic tumors, cell populations exhibit differential cellular programs that overall supply malignancy and decrease treatment efficiency. In this study, we investigated the functional relationship among cell subtypes and how this interdependency can promote tumor development in a cancer cell line. To do so, we performed single-cell RNA-seq of MCF7 Multicellular Tumor Spheroids as a tumor model. Analysis of single-cell transcriptomes at two-time points of the spheroid growth, allowed us to dissect their functional relationship. As a result, three major robust cellular clusters, with a non-redundant complementary composition, were found. Meanwhile, one cluster promotes proliferation, others mainly activate mechanisms to invade other tissues and serve as a reservoir population conserved over time. Our results provide evidence to see cancer as a systemic unit that has cell populations with task stratification with the ultimate goal of preserving the hallmarks in tumors.

## Introduction

Cancer studies have established that tumors are complex and heterogeneous systems. These properties are grounded on genetic variations and diverse microenvironmental conditions that induce sizable differences in gene expression profiles, surface biomarkers, metabolism, growth rates, morphology, metastatic potential and response to therapy at a single cell level^1,2^. From a clinical point of view, intratumoral (inside tumors) and intertumoral (between tumors) heterogeneity are critical factors that influence diagnosis outcomes and treatments in patients^1,3^. Given their relevance, the understanding of tumor heterogeneity has emerged as a fundamental aim to improve treatment efficiency^4^.

To portray cancer intratumoral heterogeneity in human tissues, tumor microenvironment and their cellular population have been depicted in genome atlases for different cancer types^5–7^. Notwithstanding the relevance of these atlases, big challenges into experimental designs come across to survey heterogeneity in human biopsies. For instance, proper cell dissociation methods must be implemented to reduce the risk of altering the transcriptional landscape^8^. Additionally, it is hard to trace tumor dynamics due to invasive procedures and the inherent risk to patients^9^. Interestingly, to overcome previous limitations, xenograft and organoid models have been used to emulate the temporal and three-dimensional organization of complex cell populations^10^.

On the other hand, intratumoral heterogeneity is an intricate property that influences even isogenic models providing complementary prosurvival functional roles, called functional heterogeneity^11,12^. Functional heterogeneity is hard to be evaluated in the previously described models because of tumor complex interactions^9^. To get the functional heterogeneity basics and design optimal treatments to overcome cancer, in vitro studies are the gold standard to build a comprehensive assessment of cancer development. Additionally, they are one of the best options to perform longitudinal studies. This approach has been used to study glioblastoma clonal drug resistance by the cooperation of two sensitive clones^12^. In vitro models establish a valuable platform for the experimental assessment of testable hypotheses emerging from quantitative approaches, particularly those related to selected mechanisms associated with therapeutic applications^13^.

Conversely, monolayer in vitro models lack the three-dimensional organization that is fundamental in cancer^9^. Otherwise, multicellular tumor spheroids (MCTS) are scaffold-free self-assembled aggregates of isogenic cancer cells displaying an intermediate complexity between monolayer cell cultures and in vivo solid tumors^14^. MCTS develop a heterogeneous microenvironment that leads to the generation of proliferative, quiescent, and necrotic/apoptotic subpopulations^15,16^. This in vitro cancer model is valuable as they mimic the first avascular stages of tumor formation, and exhibit aggressiveness features such as multicellular resistance, migration, and invasion^17^. Additionally, it provides an experimental framework to carry out tumor growth, hypoxia, migration-invasion, drug screening, and radiosensitivity studies^15,18^. Furthermore, the similarities between MCTS and tumors, plus their experimental advantages, such as reproducibility and evaluations at several time points, makes them an appealing model to unravel their heterogeneous composition of clonal subpopulations at different stages of growth and figure out their functional interrelationship.

In this paper, we present the analysis of the functional heterogeneity that promotes tumor survival for an in vitro model. To this end, we used the MCF7 cell line, a well-established in vitro model of invasive luminal A subtype of breast cancer with HR+/HER2- phenotype, which has been useful to dissect breast cancer mechanisms^19–21^. On top of that, luminal A subtype represents the most frequent cancer among women worldwide^22–25^. To characterize functional heterogeneity in tumor development, we carried out a two-time points study during the growth of MCF7 MCTS. Our experimental design allowed us to obtain the gene expression profile of 364 single cells collected at 6 and 19 days of growth. To describe undergoing functional pathways and cellular processes for each cell subpopulation, we performed an integrative data-driven approach combining clustering algorithms, single-cell differential gene expression analysis, and gene set enrichment analysis. Our data revealed that despite the temporal progression of MCTS, they were permanently integrated by three major cellular subpopulations with complementary functional properties: proliferative, invasive/evasive, and a reservoir. Therefore, we postulate that self-organized subpopulations emerge as functional stratification mechanisms to ensure tumor progression. This single-cell study on MCF7 provides the foundations for viewing cancer as a collaborative ecosystem that drives different and complementary hallmarks enhancing and promoting tumor survival during the temporal evolution of the tumor.

## Results

### Polarized processes through biomarkers expression

MCF7 multicellular tumor spheroids (MCF7 MCTS) allowed us to study in vitro the relationship between functional heterogeneity and tumor progression. MCF7 MCTS were cultured for 19 days, and their diameter distribution was measured by image analysis of photos taken to the culture flask at three independent culture kinetics in different days of progression. Average Feret diameter and their respective standard deviation are shown for every time-point and replicate (Fig. 1a). For each measurement, the number of quantified spheroids varied from 16 to 116, with an average diameter ranging between 126 and 391 μm (Supplementary Table S1). In all cases, measured diameters did not exceed 450 μm, the limit-size that spheroids can reach with a low rate of necrotic cores produced due to oxygen and nutrient gradients; nevertheless, samples from the 19th day still had necrotic cores but qualitatively in less proportion^26^.

**Figure 1:**
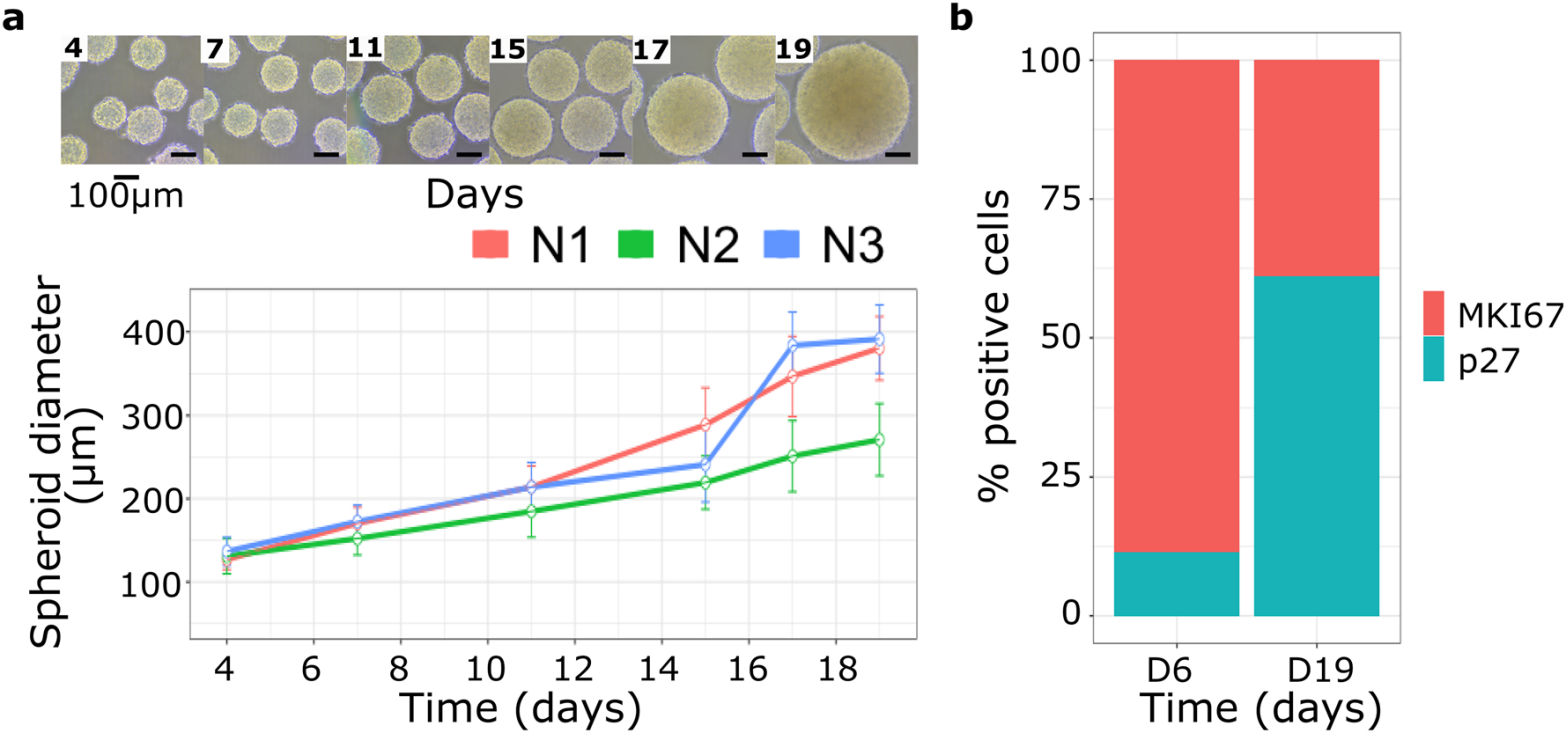
(**a**) Multicellular Cancer Tumor Spheroids of breast cancer cell line MCF7 diameter along time. We performed three independent biological replicates of the MCF7-MCTS culture kinetic denoted as N1, N2 and N3. Points and bars represent the average Feret diameter with their respective standard deviation for each replicate and time-point. Values can be found in Supplementary Table S1. (**b**) Immunophenotyping with flow cytometry analysis measuring MKI67 and p27 biomarkers at days 6 and 19, expression of both markers for the two-time points showed statistical difference with a *p* value < 0.05 using a non-paired t-student test with equality of variances.

As can be seen in Fig. 1a, MCTS diameter increased linearly with time. As tumors increase in size, cellular composition changes as a natural evolution of the disease. In order to survey tumor heterogeneity over time, we evaluated the expression of MKI67 and p27. MKI67 is a common proliferation biomarker expressed only during active phases of the cell cycle^27^, whereas p27 is a cell cycle arrest biomarker^28^. MCTS were properly aggregated on day 6 and reached their growth capabilities on day 20. After day 20, almost all spheroids developed necrotic cores, as already established^26^. Using immunophenotyping with flow cytometry, we found major differences of MKI67 and p27 biomarkers between the 6-day (D6) and the 19-day (D19) spheroids (Supplementary Figure S1). We noticed that almost all cells conforming D6 spheroids overexpressed MKI67 compared with D19 spheroid cells. On the contrary, D19 cells overexpressed p27 (Fig. 1b). Our data showed that our MCTS model comprised two subpopulations with differences in their functionality over time. Therefore, based on the expression of p27 and MKI67, we found a proliferative enriched tumor and a quiescent enriched tumor in D6 and D19 spheroids, respectively. To get more insights about this heterogeneity and the transcriptional differences in subpopulations, we performed single-cell RNA-seq of D6 and D19 MCF7 MCTS.

### Insights of functional heterogeneity

To elucidate the connection between subpopulation composition and task diversification in tumors, we performed single-cell RNA-seq from MCF7 MCTS at 6 and 19 days of development. 

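The data used here came from 3 libraries of MCF7 spheroids, MCF7 being an established luminal breast cancer cell line that carries the estrogen receptor. A single library is of spheroids at 6 days (D6) and 2 are of spheroids at 19 days (D19 replicate A and D19 replicate B). The paper describes the libraries of a day as technical replicates, so the spread between them is technical. With 1 library of D6 no test of the day has replicates. The other D6 library was not analysed here. Cells were captured in droplets on the ddSEQ system, and the SureCell WTA 3′ kit tags each molecule with a unique molecular identifier (UMI). The submitters' processing notes name the STAR aligner and the hg19 genome, and their versions are not given in the sources used here. The deposited tables hold whole-number counts per gene and barcode, for 6868 barcodes in D6, 6565 in D19 replicate A and 8016 in D19 replicate B.

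The paper states its depth in reads per cell and refers to Romagnoli et al. and Tian et al. for its processing, and the counting step is not described in the sources used here. In the cells kept, the median total count per cell was 52786.5 in D6 (range 3877 to 164580) and 29708 in D19 replicate A (range 3037 to 101419). The table of D19 replicate B used here holds 7998 complete rows in alphabetical order up to MED12, so its median of 20752 counts (range 3249 to 48643) covers these genes only. Over the same genes the medians were 20480.5 in D6 and 11968 in D19 replicate A. Comparisons over the 3 libraries use these shared genes. Genes later in the alphabet were compared in D6 and D19 replicate A alone. In genes seen in few cells, entries of 4 were 21.3 times as common as entries of 5 in D6, 16.4 times in D19 replicate A and 13.3 times in D19 replicate B. Counting intervals were therefore taken on the count divided by 4 and multiplied back.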

First, MCTS were disaggregated, filtered to exclude dead cells, encapsulated in drops, and the RNA of isolated single cells was labeled. 

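With a minimum of 1000 detected genes per barcode, 160 cells of D6, 195 of D19 replicate A and 99 of D19 replicate B were kept, 454 in all, and 21582 genes had a count in them. Transcripts of other cell types were rare. Fibroblast markers took 51.6 CPM (counts scaled to the library total) in D6 (95% Poisson interval 42.2 to 62.9), most of them COL3A1, a fibrillar collagen, and 9.05 (5.04 to 15.5) in D19 replicate A. In D19 replicate B, whose table holds COL1A1 alone of this list, it took 13.7 CPM (5.49 to 28.1). Immune cell markers took 8.20 CPM (4.69 to 13.3) in D6, 8.07 (4.56 to 14.6) in D19 replicate A and 14.1 (6.74 to 30.8) in D19 replicate B, mostly LYZ, the gene of lysozyme. Basal and myoepithelial markers took 13.3 (8.71 to 19.5), 5.93 (2.71 to 11.2) and 2.93 (0.47 to 14.1) CPM in the same order, and endothelial markers had 3 counts in D6 and none in D19 replicate A, which allows up to 2.43 CPM there, while the table of D19 replicate B holds no gene of this list. These intervals cover counting error only. Each CPM is over the rows of its own table, which in D19 replicate B are partial, so its values stand on a smaller total and are not comparable with the others.

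The kept barcodes hold 79.5% of the counts of the D6 table, 53.8% of D19 replicate A and 58.0% of D19 replicate B. A minimum of 500 genes keeps 2712 barcodes, 2396 of them in D19 replicate A, and a minimum of 1500 keeps 376. Among the kept barcodes, 36 of D6, 77 of D19 replicate A and 1 of D19 replicate B had fewer than 4000 counts over the shared genes. The minimum of 1000 genes removes more shallow barcodes from D19 replicate B, whose table is partial, and a minimum of 440 genes there, chosen after seeing the data, keeps 153. In the barcodes under 4000 counts the median share of mitochondrial counts was 20.9% in D6 and 5.05% in D19 replicate A, against 0.76% and 0.34% in the other kept barcodes.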

Then, next-generation sequencing technology was applied to obtain single-cell gene expression profiles (13,589 genes) of 364 cells in both time points. Secondly, to obtain ongoing cellular processes, the overdispersion of gene expression for all cells was computed, and cells were clustered without a predefined number of clusters. 

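For the clusters described here, the counts of each cell were scaled to 10000 and log transformed, and the 6000 genes of highest overdispersion, which hold 76.1% of the variance, gave a distance of 1 minus the Pearson correlation between cells. The distances were projected to 2 UMAP dimensions (15 neighbours, 300 iterations), and K-means was run with 3 clusters. By markers fixed before the data were examined, 1 cluster of 148 cells was called proliferative-like (FOXM1, CDK1, CCNB1, CCNA2, BIRC5 and HMGB2 among its markers) and 1 of 160 cells interferon-like (IFIT3, IFI44, IFI44L, IFI27, IFI6 and CXCL10). The third cluster, of 146 cells, was left unnamed. These names were rebuilt from markers and may differ from those of the study. No doublet caller was run, so doublets were not removed.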

Finally, we applied gene set enrichment and differentially expression analyses to describe and characterize functional heterogeneity. 

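To test genes on counts that had not formed the clusters, each count was assigned with a chance of 0.5 to a part for clustering or to a part for testing. A molecule counted more than once can thus be in both parts, which are then not independent. The clusters were drawn again on the part for clustering, with 163 cells in the proliferative-like, 137 in the interferon-like and 154 in the third cluster, and an adjusted Rand index of 0.655 with the clusters of all counts, and every gene test uses them. The counts held out were summed by library and cluster wherever a sum had at least 10 cells. This gave 8 sums, since the interferon-like cluster had 4 cells of D6 in this split, so its values in the tests come from D19 alone. Counts and CPM pooled by cluster include these cells. The sums were compared with edgeR's quasi-likelihood test with the library as a block, over 4609 shared genes, and a gene is called at a Benjamini-Hochberg adjusted p under 0.05. Groups of genes were lists fixed before the data were examined, tested with camera at a preset correlation of 0.01 and again with an estimated correlation. The p-values measure only how far differences between clusters vary among these libraries, which include both days, and no day has replicate cultures. Those of genes after MED12 rest on 5 sums of D6 and D19 replicate A, with 1 residual degree of freedom. Their spread is largely shared across genes, so very small p-values there do not measure replication of the single gene.

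In all, 590 genes were called between the proliferative-like cluster and the other 2 (362 higher, 228 lower). The counts were 264 between the interferon-like cluster and the other 2 (159 higher, 105 lower) and 321 between the third cluster and the other 2 (141 higher, 180 lower). Without D19 replicate A the 3 counts were 333, 115 and 81, and with DESeq2 354, 107 and 100. With counts collapsed by 4 before the split, chosen after seeing the values, they were 304, 141 and 236. Of 78 comparisons of lists for a cluster against the other 2, camera called 47 with the preset and 4 with an estimated correlation. When K-means was run on the distance matrix in place of UMAP, the clusters had an adjusted Rand index of 0.005 with those used here and camera called 8, so the gene groups described for each cluster rest on the UMAP clusters.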

The methodological layout followed is depicted in Fig. 2.

**Figure 2:**
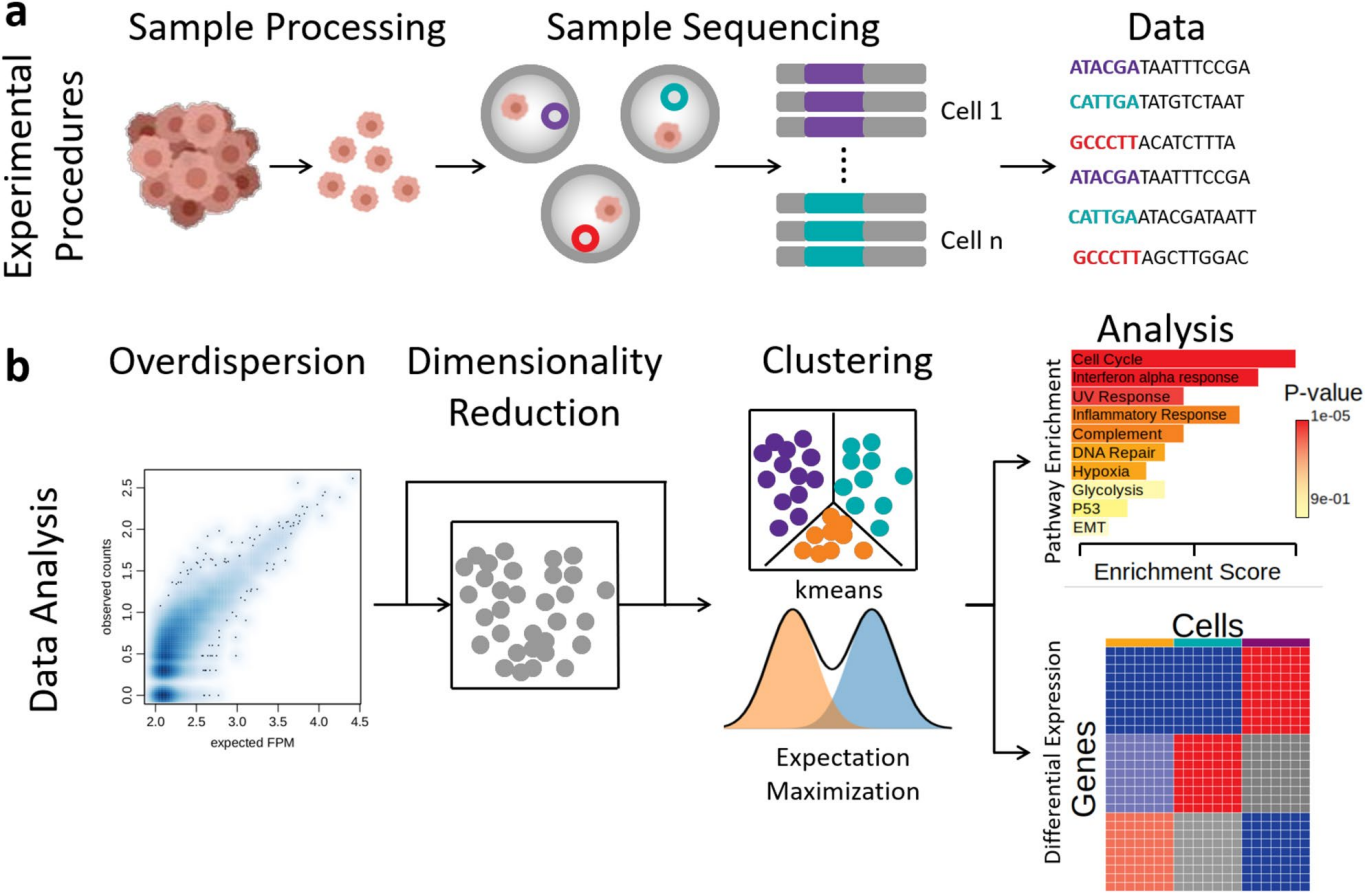
Methodological layout. (**a**) Experimental procedure to obtain single-cell transcriptome data from MCTS. (**b**) Data analysis pipeline followed to obtain the functional heterogeneity description.

#### Clustering single-cell data to identify subpopulations in MCF7 MCTS

Aiming to identify subpopulations in MCTS, the distance matrix of overdispersion was projected into the bidimensional UMAP space (Uniform Manifold Approximation and Projection)^29^ (Fig. 3a). Dimensionality reduction projection suggested that there is no separation between time samples. Therefore, we combined all the data and grouped using the K-means clustering algorithm. 

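Genes of the interferon response differed between the days. Of 29 measured genes of this list, 28 had a higher CPM in both D19 libraries than in D6 and none a lower one, with a median log2 ratio of 2.60, above all 10000 random lists of the same size and expression (percentile 100). IFI44L had 5 counts in the kept cells of D6 and 1168 and 1167 in D19 replicates A and B, a ratio of 314 (95% interval 54.2 to 1627), and IFI44 8 counts against 597 and 596, a ratio of 100.4 (27.6 to 835). The genes of DNA replication and mitosis went the other way. All 21 measured genes of S phase were lower in both D19 libraries (median log2 ratio −1.07), as were all 38 of the G2 and M phase (−1.496), both at percentile 0 of the random lists. With a single D6 library these values describe the libraries and carry no test.

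In the distances themselves, 60.0% of the 15 nearest neighbours of a D6 cell were D6 cells, against 35.1% if the cells were fully mixed. For cells of D19 replicate A, 87.6% of neighbours were D19 cells, and for D19 replicate B 88.1%, against 64.7%. Over neighbours of both days, 36.5% of those of a D19 replicate A cell came from its own library, where mixing of all cells would give 42.8%. For a D19 replicate B cell it was 50.9%, where mixing would give 21.6%. With a single D6 library, day and library cannot be told apart in these shares.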

By doing so, cells with similar characteristics were grouped despite differences in time samples. Three clusters, each one with different proportions of cells from D6 and D19 samples (Fig. 3b). 

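Cells of the 3 clusters were present on both days, in unequal shares. Because the genes that define the clusters also differ between the days, shares are given first for clusters drawn without the 102 genes of the fixed cell cycle, interferon and marker lists. These clusters were still named by the markers, whose levels differ between the days, so the shares are not free of that dependence. The proliferative-like cluster then held 66.9% of D6 cells, 20.5% of D19 replicate A and 20.2% of D19 replicate B, the interferon-like cluster 10.0%, 37.9% and 40.4%, and the third cluster 23.1%, 41.5% and 39.4%. Weighting the days equally, 79.5% of that interferon-like cluster came from D19, 76.6% of the proliferative-like cluster from D6 and 63.8% of the third cluster from D19. With all genes, the proliferative-like cluster held 58.8% of D6 cells (95% exact interval 50.7 to 66.5), 20.0% of D19 replicate A (14.6 to 26.3) and 15.2% of D19 replicate B (8.74 to 23.8). The interferon-like cluster held 4.38% (1.78 to 8.81), 50.8% (43.5 to 58.0) and 54.5% (44.2 to 64.6). The third cluster held 36.9% (29.4 to 44.9), 29.2% (22.9 to 36.2) and 30.3% (21.5 to 40.4). With the days weighted so, 92.2% of the interferon-like cluster came from D19, 76.2% of the proliferative-like cluster from D6, and the third cluster was 55.5% D6 and 44.5% D19.

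The D19 replicate A cells of the interferon-like cluster were shallow, with a median of 7158 counts over the shared genes against 17702 in the proliferative-like and 15578 in the third cluster. Centring each gene within each library removes mean differences between the libraries by construction, and the interferon-like share was then 23.8% in D6, 41.0% in D19 replicate A and 14.1% in D19 replicate B.

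**Figure D1:**
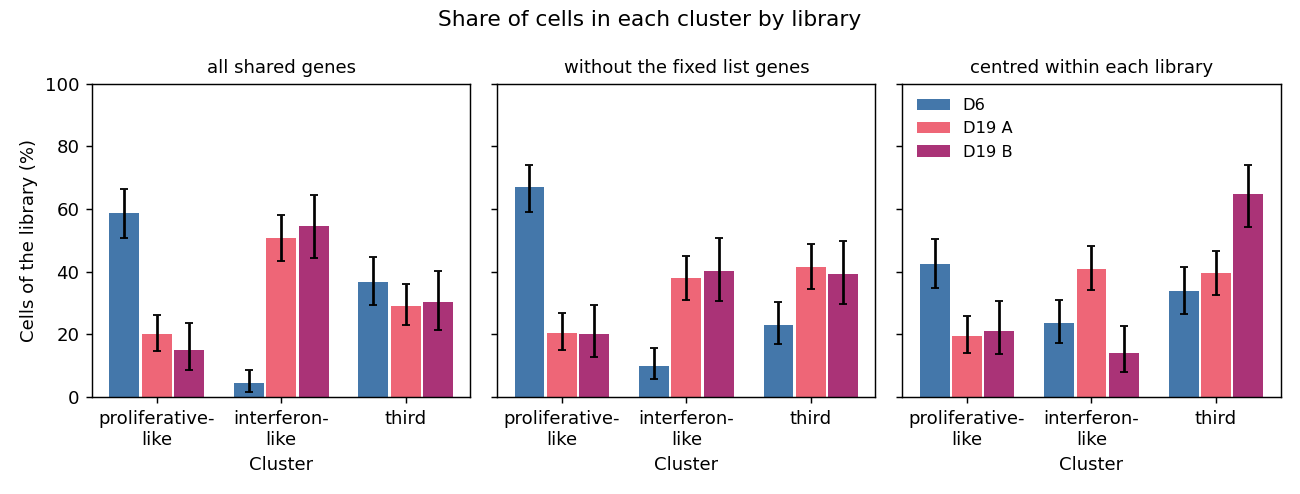
Percent of the cells of each library (D6, D19 replicate A, D19 replicate B) in the proliferative-like, interferon-like and the third cluster, with 95% exact binomial intervals that cover counting error only. The panels show clusters from all shared genes, without the fixed list genes and after centring within each library. In the panel of all shared genes the proliferative-like share is 58.8% in D6 against 20.0% and 15.2% in the D19 libraries.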

Cluster A had around 85% of D19 cells, Cluster C around 80% of D6 cells, and cluster B had a homogeneous mix of D6 and D19 cells. Consequently, the three subpopulations coexisted throughout MCTS development. Although the clustering methods established similarities and differences in data, there was no information about the functional roles of cells grouped in each cluster.

**Figure 3:**
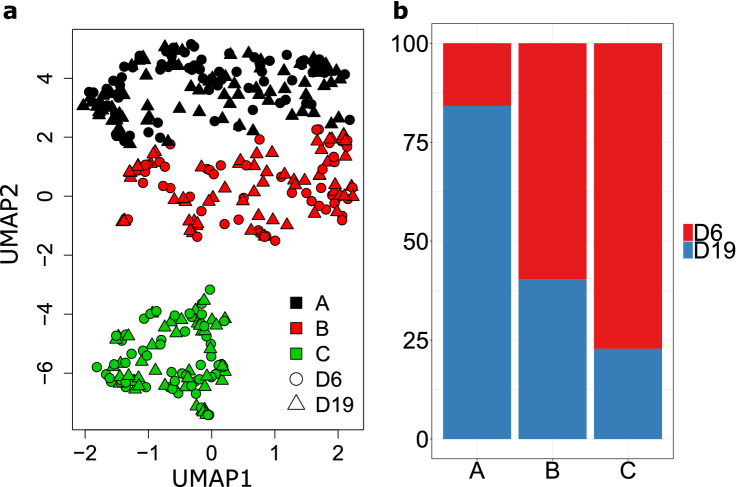
(**a**) Data clustering using K-means algorithm. Three clusters (black, red, green points) were identified and represented on a 2D UMAP plot. Circles and triangles represent the sample time of days 6 and 19, respectively. (**b**) Normalized proportion of cells from D6 and D19 time points in each cluster.

#### Characterization of clusters and mapping their biological functionality

We evaluated the functional composition across clusters by pathway enrichment analysis. Using the GSEA tool^30^, we evaluated the correlation between our data and established gene sets to find overrepresented biological pathways. For Cluster A the number of positive enriched pathways was 344 with an FDR < 0.05 and a *p* value < 0.01. Supplementary Figure S2 shows the barplot for the 15 enriched gene sets of the MSigDB hallmark collection; interestingly, results suggest an activation of the immune system response. See Supplementary Table S2 for a full list of the enriched pathways.

In order to visualize and capture the global scope of the activated biological functions positively associated with Cluster A, we built a network based on the enriched pathways and the number of genes shared between them. We focused our analysis on pathways that shared a fraction of genes among them. Therefore, 71 of the total genesets were associated into different collections describing general processes. Enriched pathways for every collection are shown in Supplementary Table S3. Figure 4 shows the enriched map for the overall positive enriched pathways to Cluster A compared with the other two clusters. Every node represents an enriched pathway, and its size indicates the number of overexpressed genes in the specific geneset. To represent interconnectivity and genes overlapping between pathways, we computed the Jaccard index between the set of genes integrating each pair of pathways. When the Jaccard index was above 0.4, we connected the nodes indicating that both pathways shared at least 40% of their genes. Finally, yellow circles represent a common process by the association of similar enriched pathways in higher-level processes given a specific biological function.

**Figure 4:**
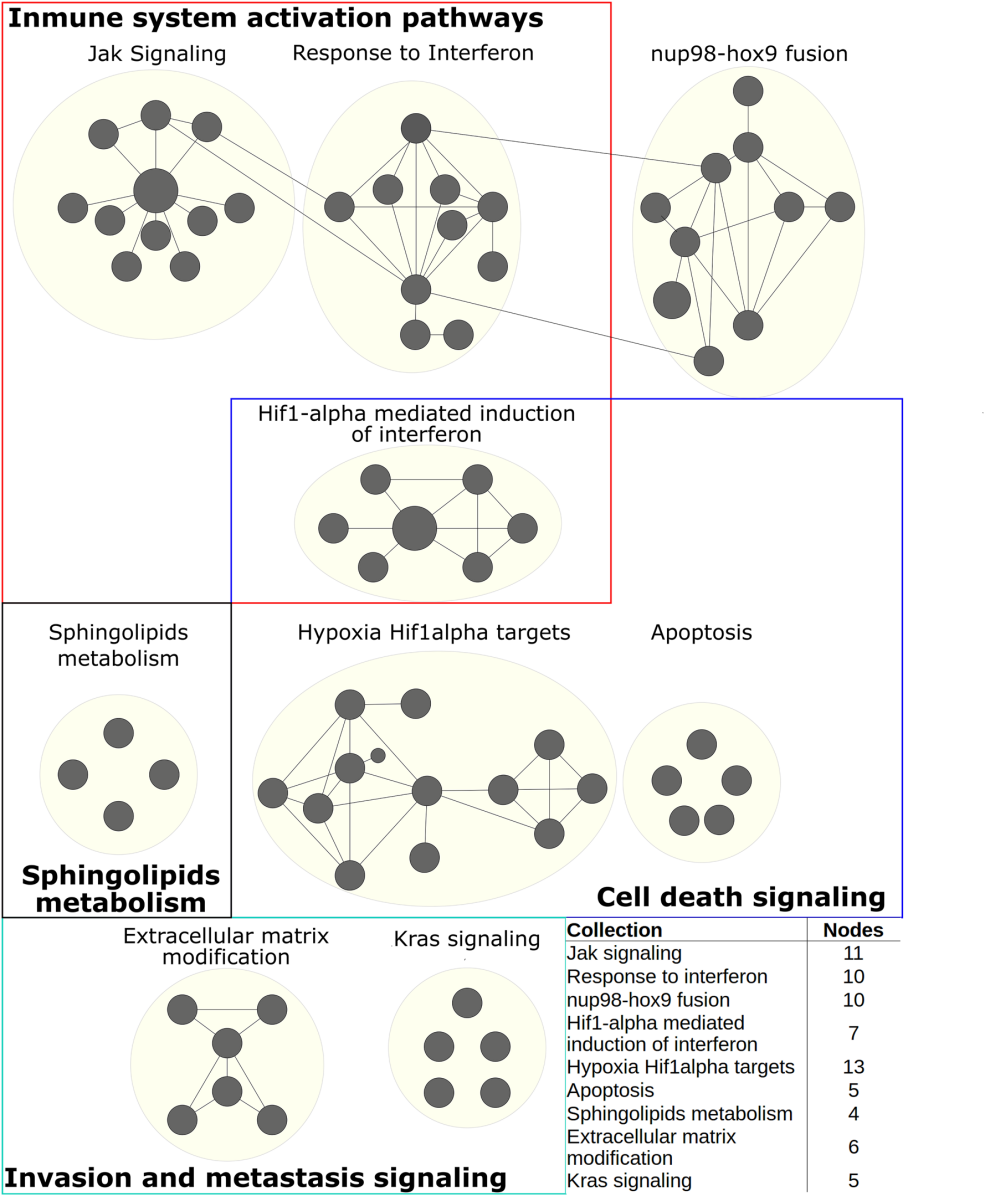
Positive enriched map for Cluster A. Each black circle (node) represents a pathway, circle size represents the number of genes represented between the gene sets and data. Links between pathways were established when 2 pathways had a Jaccard index > 0.4, given the expressed genes. Colour squares denote a category that comprises several collections (yellow circles) with shared biological function. The embedded table shows the number of pathways enriched in each collection. All the enriched pathways had an FDR < 0.05 and a *p* value < 0.01.

Overall enriched pathways for Cluster A were summarized in four categories: (1) Activation of immune processes. (2) Sphingolipids metabolism. (3) Invasion and metastasis; and (4) Cell death signaling pathways. 

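The interferon-like cluster, set here beside Cluster A, was named by markers that include 9 measured genes of the interferon response, so a higher level of these, IFI27, IFI44L and IFI6 among them, restates its name. Of the 20 other measured genes of this list, 10 were higher and none lower by edgeR than in the other clusters, with a median log2 fold change of 0.98. Of all 29 measured genes of the interferon response, 14 were higher and none lower by edgeR (17 higher and none lower when adjusted over the list alone), with a median log2 fold change of 1.16. In D19 replicate A, 32 genes of the list took 274 held-out counts per 10000 in this cluster, 203 in the proliferative-like and 101 in the third. In D19 replicate B these were 320, 177 and 117. The list was thus not confined to this cluster, and its lowest level was in the third. IFI27 had a log2 fold change of 1.12 (standard error 0.13, edgeR adjusted p = 3.22e-08), IFI44L 1.21 (0.19, adjusted p = 3.50e-05), LGALS3BP, a secreted galectin ligand, 0.75 (0.17, adjusted p = 0.00251) and IFI6 0.83 (0.19, adjusted p = 0.0389), each higher in both D19 libraries. Camera gave adjusted p = 5.16e-23 for the list with the markers, and adjusted p = 0.172 with an estimated correlation. HIF1A, the oxygen-sensing transcription factor on chromosome 14 (hg19, 62162231 to 62214977), was higher too, with a log2 fold change of 0.80 (0.11, edgeR adjusted p = 2.24e-07), at 4261 CPM against 1625 in the proliferative-like and 3453 in the third cluster. These pooled CPM include 4 cells of D6 in the interferon-like cluster, against 107 in the proliferative-like and 49 in the third. Of 9 measured genes of JAK-STAT signaling, 3 were higher and none lower, also when adjusted over the list alone. These were the receptor genes IFNGR1 (log2 fold change 0.86, edgeR adjusted p = 0.00468), IFNGR2 (1.54, adjusted p = 0.00299) and IL6ST (0.93, adjusted p = 0.00281).

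Camera gave the JAK-STAT list adjusted p = 0.0287 (adjusted p = 0.234 with an estimated correlation), and the call ended with split seed 2 (adjusted p = 0.0803), split seed 3 (0.0598), without D19 replicate A (0.137) and with 4 further settings. Of the D19 replicate A cells with fewer than 4000 counts, 47 lay in the interferon-like, 11 in the proliferative-like and 19 in the third cluster, and mitochondrial genes took 1.76%, 1.06% and 1.34% of the counts of these clusters there. The interferon list kept its call without barcodes under 4000 counts (median 1.11, camera adjusted p = 4.37e-22). With cells thinned to equal depth, the clusters had an adjusted Rand index of 0.174 with those of all counts. The list then turned to higher in the third cluster, so whether this contrast holds at equal depth is not shown.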

The Activation of immune processes category had 28 overexpressed gene sets that mainly enclosed genes activated by the interferon pathway, HIF1-alpha, and the overactivation of the Jak signaling pathway. 

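SPHK1, the sphingosine kinase gene on chromosome 17 (hg19, 74372665 to 74383941), had its highest level in the interferon-like cluster, with 45.3 CPM against 15.0 in the proliferative-like and 16.1 in the third cluster of D6 and D19 replicate A, the libraries that list it. The ratio over the other clusters pooled was 2.90 (95% counting interval 1.30 to 6.20), where the interferon-like counts include 4 cells of D6. In the test, the interferon-like sum comes from D19 replicate A alone. The difference did not pass the test, with a log2 fold change of 1.45 (standard error 0.53, edgeR adjusted p = 0.133), and stood at 0.60 without barcodes under 4000 counts. Among 15 measured genes of sphingolipid metabolism, none was called higher or lower by edgeR, also when adjusted over the list alone (none at an unadjusted p under 0.05, and none by DESeq2). ASAH1, an acid ceramidase, had a log2 fold change of 0.28 (adjusted p = 0.371 from edgeR) and CERS2, a ceramide synthase, −0.03 (adjusted p = 0.953). The list's median was 0.24 (camera adjusted p = 0.0844, and adjusted p = 0.283 with an estimated correlation), and it was called with no library block (adjusted p = 0.0380) and with no filter on low counts (0.0487).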

The Sphingolipids Metabolism category had four pathways, and it had the gene SPHK1 as a leading-edge gene. In concordance with this result, there is evidence that human breast cancer presents a dysregulation in sphingolipids metabolism^31^. Particularly, SPHK1 protein catalyzes the phosphorylation of sphingosine process associated with the mediation of pro-survival signaling and metastasis^32^. 

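Among 9 measured genes of extracellular matrix modification, 1 was higher in the interferon-like cluster than in the other clusters and none lower by edgeR (3 higher and none lower when adjusted over the list alone). It was CTSD, the gene of the lysosomal protease cathepsin D, which is also an estrogen target, with a log2 fold change of 0.89 (standard error 0.11, edgeR adjusted p = 2.72e-08), higher in both D19 libraries. The median over the list was 0.11, with camera adjusted p = 0.0359 (adjusted p = 0.234 with an estimated correlation). This call ended without D19 replicate A (median 0.04, adjusted p = 0.361) and with no filter on low counts (adjusted p = 0.173). KRAS itself had a log2 fold change of −0.63 (0.40, edgeR adjusted p = 0.466), and its CPM was 48.7 in D6, 67.0 in D19 replicate A and 52.7 in D19 replicate B. Gene sets of KRAS signaling were not tested here.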

The Invasion and Metastasis category had 11 overexpressed gene sets that were associated with the extracellular matrix modification pathways and the activation of the KRAS signaling pathway. 

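Part of the genes induced by low oxygen and by p53 were higher in the interferon-like cluster. Of 12 measured hypoxia and HIF1A targets, 3 were higher and none lower by edgeR, also when adjusted over the list alone. CA12, a carbonic anhydrase, had a log2 fold change of 1.12 (standard error 0.19, edgeR adjusted p = 1.49e-05), DDIT4, an inhibitor of mTOR signaling, 0.56 (0.12, adjusted p = 0.00136) and ERO1L, an oxidase of the endoplasmic reticulum, 0.49 (0.15, adjusted p = 0.0358). Of 13 genes of apoptosis and p53 targets, 4 were higher and none lower (5 higher when adjusted over the list alone). BTG2, an antiproliferative gene, stood at 2.72 (0.22, edgeR adjusted p = 5.32e-15). The BH3-only gene BBC3 stood at 1.48 (0.35, edgeR adjusted p = 0.00273), the caspase gene CASP7 at 0.89 (0.23, adjusted p = 0.00673) and CDKN1A at 0.58 (0.15, adjusted p = 0.00934), all higher in both D19 libraries.

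The medians were 0.41 for the hypoxia list (camera adjusted p = 0.00286, and adjusted p = 0.277 with an estimated correlation) and 0.52 for the apoptosis list (camera adjusted p = 0.00273, and adjusted p = 0.178 with an estimated correlation). The hypoxia call ended with counts collapsed by 4 before the split (adjusted p = 0.0614) and the apoptosis call without D19 replicate B (0.227), while the CDKN1A call ended in 13 settings (log2 fold change 0.18 without D19 replicate B).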

Finally, the Cell Death category comprised pathways of hypoxia and apoptosis. The Nup98-hox9 process has not been categorized. Besides, dysregulation of HOX genes can occur due to their fusion to nucleoporin (NUP98) and has been associated with malignant transformation^33^. Given our findings, we suggest Cluster A might has an invasive and pro-survival role.

Cluster B enrichment only showed an overall pathway related to interferon responsive genes. Therefore, to explore and associate a particular phenotype and identify an ongoing process, we performed pathway enrichment by pairs (Fig. 5a and Supplementary Figure S3). Enrichment analysis for Cluster B versus Cluster A showed seven positive correlated pathways with an FDR < 0.05 and *p* value < 0.01. Under this comparison, there is an overactivation of the TCA cycle and electron transport chain genes. Also, we observed an enrichment of genes related to transcriptional activation under estrogens stimuli and peroxisome proliferator-activated receptors (PPAR). 

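Genes of the citric acid cycle and of the respiratory chain did not pass the test between the third and the interferon-like cluster, a pair in which 43.2% of simulated log2 changes of 1 were recovered. Of 10 measured genes of the citric acid cycle, none was called by edgeR in this pair (none at an unadjusted p under 0.05, and none by DESeq2), with a median log2 fold change of −0.22 for interferon-like over the third. CS, the citrate synthase gene, had −0.20 (standard error 0.18, edgeR adjusted p = 0.684), IDH2 −0.25 (0.19, adjusted p = 0.602) and MDH2 0.03 (adjusted p = 0.961). Of 26 nuclear genes of the respiratory chain, edgeR called none (2 higher and none lower at an unadjusted p under 0.05, and none by DESeq2), with a median of 0.13, and ATP5E, of the ATP synthase, stood at 0.02 (adjusted p = 0.968). Adjusting over each list alone called none either. Camera gave adjusted p = 0.0585 for the cycle and 0.112 for the chain (adjusted p = 0.243 and 0.654 with an estimated correlation). Over all genes of D6 and D19 replicate A, edgeR called none of 19 genes of the cycle and none of 75 of the chain (1 and 3 at an unadjusted p under 0.05), in a fit that recovered only 6.3% of simulated log2 changes of 1 and 60.8% of those of 2 in this pair.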

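In this pair, 1 of 8 measured estrogen-responsive genes was higher and 1 lower in the interferon-like than in the third cluster by edgeR (3 higher and 1 lower when adjusted over the list alone). CTSD was lower in the third cluster (log2 fold change of interferon-like over the third 0.60, standard error 0.13, edgeR adjusted p = 0.00161), and AGR2, an estrogen-induced gene of secretory cells, was higher there (−0.54, 0.14, adjusted p = 0.0201), each in both D19 libraries. The list's median was 0.39, with camera adjusted p = 0.131 (adjusted p = 0.376 with an estimated correlation). No list of PPAR targets was tested here.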

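CDH1, the E-cadherin gene on chromosome 16 (hg19, 68771195 to 68869440), was expressed in all clusters, with 1917 CPM in the proliferative-like, 1755 in the interferon-like and 1971 in the third cluster. Its log2 fold change was 0.05 for interferon-like over the third (standard error 0.13, edgeR adjusted p = 0.909) and 0.27 for the third over proliferative-like (0.11, adjusted p = 0.118). Of 14 measured epithelial markers, 4 were higher and 1 lower in the interferon-like than in the third cluster (4 higher and 2 lower when adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.0384, and adjusted p = 0.390 with an estimated correlation). Against the other 2 clusters together, the desmosomal gene JUP (0.68), the tight junction gene CLDN4 (0.56) and the keratin gene KRT19 (0.51) were higher in the interferon-like cluster and KRT18 was lower (−0.38).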

Finally, cell adhesion processes might be taken part in this cluster as E-cadherin is typically expressed in epithelial cells^34^. On the other hand, Cluster B vs Cluster C comparison had 6 positive enriched pathways. 

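Between the third and the proliferative-like cluster, most measured genes of the interferon response did not pass the test. Of 29, 1 was higher in the third cluster, ISG20, an interferon-induced exonuclease (log2 fold change 0.82, standard error 0.18, edgeR adjusted p = 0.000695), and 5 were lower (1 higher and 6 lower when adjusted over the list alone). Lower in the third cluster were LGALS3BP (−0.81, adjusted p = 0.00137), IFI27 (−0.49, adjusted p = 0.00609) and IFI6 (−0.84, adjusted p = 0.0217 from edgeR), each in all 3 libraries. The median over the list was −0.28 (camera adjusted p = 0.287, and adjusted p = 0.769 with an estimated correlation). By library it was 0.35 in D6, −0.72 in D19 replicate A and −0.50 in D19 replicate B, a difference that was not tested. Of 11 NF-kB and inflammation genes, 4 were higher, none was lower and 7 did not pass the test (6 higher when adjusted over the list alone), with a median of 0.77 (camera adjusted p = 2.81e-09, and adjusted p = 0.190 with an estimated correlation), and by library 1.496 in D6, 0.13 in D19 replicate A and 1.47 in D19 replicate B. They include LCN2, which encodes lipocalin 2 (1.78, 0.13, edgeR adjusted p = 1.29e-18), the complement genes CFB (1.95) and C3 (1.95), and the adhesion gene ICAM1 (1.20).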

Cluster B displayed similar results to Cluster A, such as the activation of genes related to interferon and cytokines secretion. In addition, pathways of extracellular matrix modification and KRAS were overexpressed. 

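Of 9 measured genes of extracellular matrix modification, 3 were higher in the third than in the proliferative-like cluster and none lower, also when adjusted over the list alone. These were the protease genes CTSD (log2 fold change 0.58, standard error 0.11, edgeR adjusted p = 5.85e-05), ADAM17 (0.77, 0.18, adjusted p = 0.00159) and CTSS (1.14, 0.36, adjusted p = 0.0259), each higher in all 3 libraries. The median of the list was 0.27, and camera did not call it (adjusted p = 0.112, and adjusted p = 0.310 with an estimated correlation). KRAS had a log2 fold change of −0.31 in this pair (0.36, edgeR adjusted p = 0.682).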

Despite that enriched gene sets are limited due to Cluster B similarities in their gene expression profiles with the other clusters, the variability in data cannot be explained just by two clusters hence Cluster B is important to be considered as a unique subgroup. According to the polarized results of Cluster B, we hypothesize the existence of a transition subpopulation or reservoir with a backup function. All the positive enriched pathways are shown in Supplementary Table S4, Supplementary Table S5 and Supplementary Figure S3.

**Figure 5:**
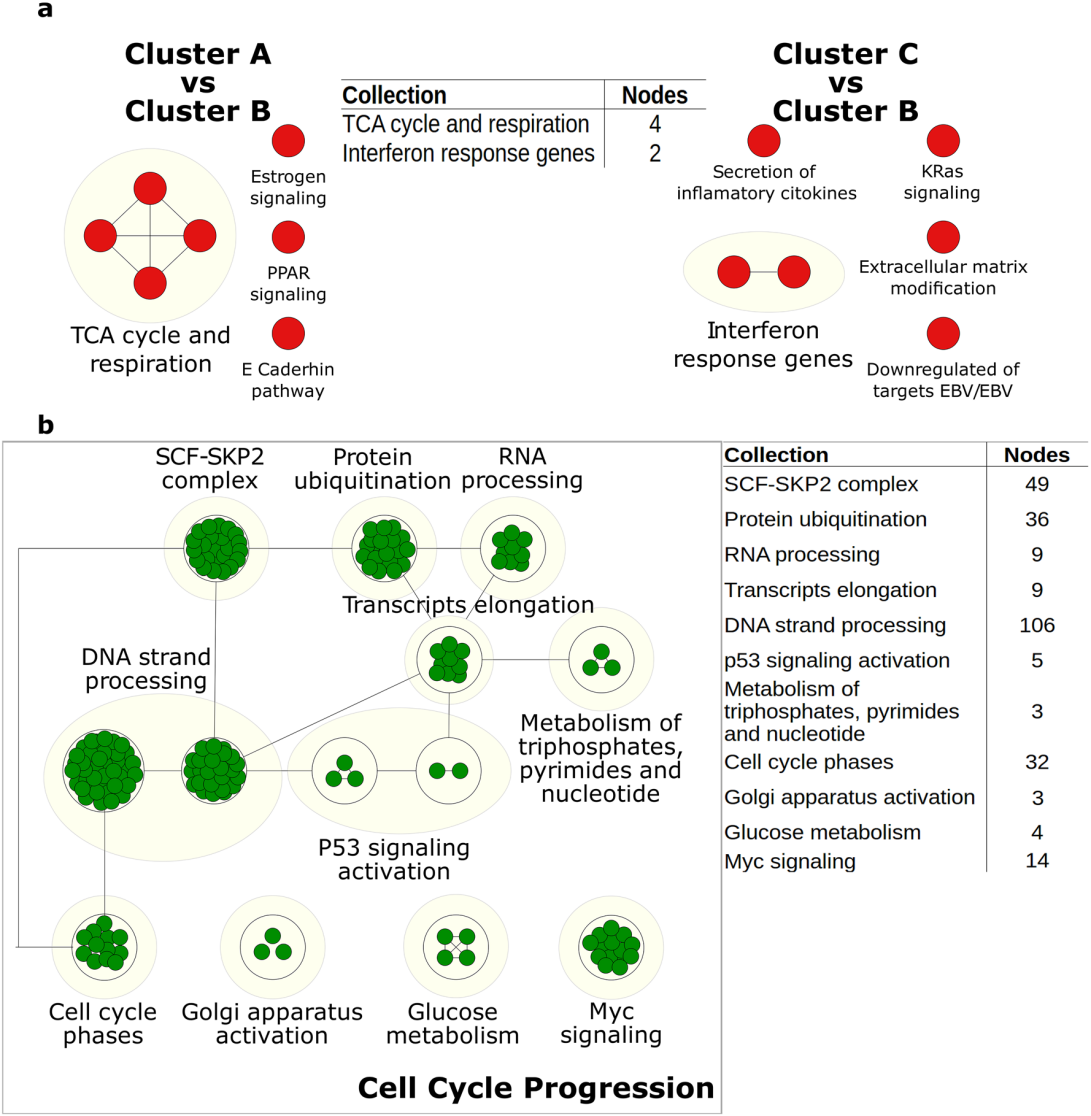
Positive enriched maps, each green and red circles are nodes that represent a pathway. Yellow circles related a collection with a biological function; tables show the number of pathways enriched in every collection. Links between pathways were established when 2 pathways or collections had a Jaccard index > 0.4 by the expressed genes. All the enriched pathways have an FDR < 0.05 and a *p* value < 0.01. (**a**) Enriched pathways for cluster B given the paired-comparison with other clusters. (**b**) Enriched pathways for cluster C, black square associate all collections with a high-end biological process.

Regarding Cluster C, we found 445 positive enriched pathways with an FDR < 0.05 and a *p* value < 0.01, 274 of them belong to 11 collections that point to one big category: cell cycle progression. Supplementary Figure S4 shows the barplot for the 22 enriched gene sets of the hallmarks and KEGG MSigDB collections, the full list of the enriched pathways and the enriched pathways for every collection are presented in Tables S6 and S7. 

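Nearly all measured genes of the cell cycle were higher in the proliferative-like cluster, set here beside Cluster C, than in the other clusters. Of 22 genes of S phase, 21 were higher and none lower by edgeR (the same count when adjusted over the list alone), with a median log2 fold change of 3.59. ATAD2, a chromatin gene of replicating cells, had 3.50 (standard error 0.27, edgeR adjusted p = 6.92e-16), the replicative helicase gene MCM4 2.60 (0.24, adjusted p = 9.05e-14), FEN1, a nuclease of DNA replication, 1.63 (0.18, adjusted p = 3.68e-11) and CDC6, which licenses origins, 1.54 (0.21, adjusted p = 1.72e-08). Of 37 genes of the G2 and M phase, 36 were higher and none lower (37 when adjusted over the list alone), with a median of 4.70. Among them were HMGB2 at 3.83 (0.20, adjusted p = 7.99e-25) and CKS2, a cofactor of cyclin-dependent kinases, at 2.14 (0.15, adjusted p = 4.78e-19). Each of these genes was higher in both D19 libraries. In the other clusters 3 genes of the S phase list and 2 of the other had no count, and with these set at a floor of 3 counts the medians were the same. Of 8 splicing genes, 5 were higher and none lower, also over the list alone, with a median of 0.72, among them LSM3 at 1.28 (0.15, adjusted p = 4.94e-10) and HNRNPA2B1 at 0.79 (0.11, adjusted p = 1.27e-08).

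Camera gave adjusted p = 1.04e-41 for S phase and 1.2e-97 for G2 and M (adjusted p = 0.0429 for each with an estimated correlation), and 4.13e-05 for splicing (adjusted p = 0.127 with an estimated correlation). With K-means on the distance matrix, which groups the cells differently, these 3 calls ended (adjusted p = 0.160, 0.103 and 0.169). Cell cycle genes are also among the markers that gave the cluster its name, so the counts held out test their size, not their choice.

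**Figure D2:**
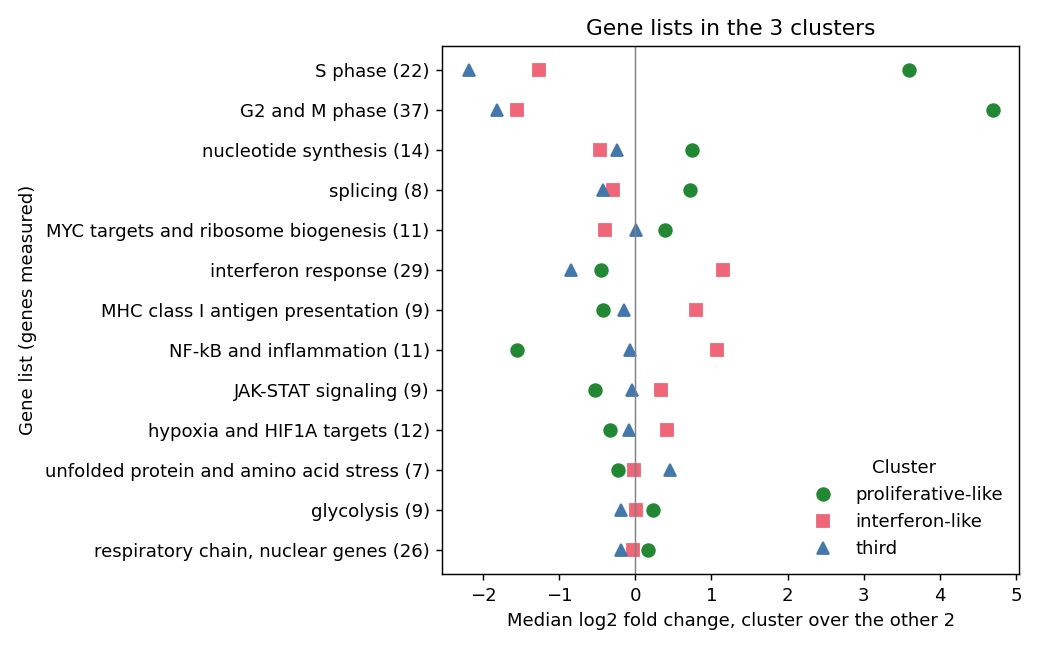
Median log2 fold change of 13 fixed gene lists in each cluster against the other 2, from sums of held-out counts. The x axis is the median log2 fold change over the measured genes of a list and the points are the proliferative-like, interferon-like and the third cluster. S phase (3.59) and G2 and M phase (4.70) stand highest in the proliferative-like cluster and the interferon response (1.16) in the interferon-like cluster.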

Interestingly, Cluster C enriched map and their pathways collections (Fig. 5b) showed upregulation of every phase of the cell cycle, compared to clusters A and B. Therefore, processes like DNA replication, transcription, and translation with their particular maturation were happening in Cluster C cells. In agreement, genes regulated by p53 and Myc have differential roles linked to cell proliferation. This cluster seems to be metabolizing macromolecules like glucose and phosphate bases. It supplies evidence of a direct relationship between cell cycle activation/progression and metabolism of amino acids, purine, and pyrimidine. Consequently, there are insights that Cluster C cells were proliferating. 

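The p53 gene, TP53, had a higher level in the proliferative-like cluster of D6 and D19 replicate A, with a log2 fold change of 0.69 (standard error 0.21, edgeR adjusted p = 0.0203), while MYC did not pass the test (0.06, 0.17, adjusted p = 0.914). Of 11 measured genes of MYC targets and ribosome biogenesis, 6 were higher and none lower, also when adjusted over the list alone, with a median of 0.39 (camera adjusted p = 0.0207, and adjusted p = 0.283 with an estimated correlation). They include the chaperonin genes CCT5 (0.54, 0.12, edgeR adjusted p = 0.000414) and CCT2 (0.39, adjusted p = 0.0241) and CDK4, a kinase of the G1 phase (0.46, adjusted p = 0.00291). Of 13 genes of apoptosis and p53 targets, 1 was higher and 4 were lower (1 and 5 when adjusted over the list alone). The DNA repair gene DDB2 was higher (1.26, 0.32, edgeR adjusted p = 0.00265), and BTG2 (−1.25, 0.22, adjusted p = 1.39e-05), CASP4 (−1.07, adjusted p = 0.00142), CDKN1A (−0.68, adjusted p = 0.000138) and GDF15 (−0.63, adjusted p = 0.0400) were lower. That list's median was −0.20 (camera adjusted p = 0.0555), and the TP53 call ended without barcodes under 4000 counts (0.54, adjusted p = 0.102).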

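Of 14 measured genes of nucleotide synthesis, 7 were higher in the proliferative-like cluster and none lower by edgeR (9 higher when adjusted over the list alone), with a median log2 fold change of 0.74. DTYMK, the thymidylate kinase gene, had 2.64 (standard error 0.19, edgeR adjusted p = 3.15e-18), DUT, the dUTPase gene, 1.69 (0.14, adjusted p = 1.37e-15), and the guanine nucleotide genes GMPS and IMPDH2 0.84 (0.24, adjusted p = 0.00890) and 0.59 (0.19, adjusted p = 0.0275), each higher in both D19 libraries. Camera gave adjusted p = 1.95e-07 (adjusted p = 0.127 with an estimated correlation), and the list's median was −0.06 with K-means on the distance matrix (adjusted p = 0.977). Of 9 genes of glycolysis, 1 was higher and none lower (none when adjusted over the list alone), GAPDH at 0.26 (0.09, edgeR adjusted p = 0.0464). Of 10 genes of the citric acid cycle, 2 were higher and none lower, also over the list alone, IDH2 at 0.61 (0.15, adjusted p = 0.00200) and MDH2 at 0.58 (adjusted p = 0.00501). Camera called neither list (adjusted p = 0.502 and 0.111).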

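In the counts held out from clustering, transcripts of MKI67, the Ki-67 antigen gene on chromosome 10 (hg19, 129894923 to 129924687), were almost confined to the proliferative-like cluster, with 352 counts there (96.2 CPM), 3 in the interferon-like (2.89 CPM) and none in the third cluster of D6 and D19 replicate A. The ratio over the other clusters pooled was 105 (95% counting interval 13.8 to 3146). TOP2A, the topoisomerase gene of chromosome segregation on chromosome 17 (38544777 to 38574148), had 678, 8 and 5 counts, or 185 CPM against 7.71 and 2.23, a log2 fold change of 5.33 (standard error 0.36, edgeR adjusted p = 1.68e-46). FOXM1, a transcription factor of the G2 and M phase on chromosome 12 (2966846 to 2986340), was measured in all 3 libraries, with 443 counts against 14 and 14, a log2 fold change of 4.54 (0.30, edgeR adjusted p = 3.45e-20), higher in both D19 libraries, where all clusters were compared. FOXM1 is also among the markers that named the cluster here. From the cell cycle pathways enriched in Cluster C, the paper proposes that these cells were proliferating. It also reports MKI67, TOP2A and FOXM1, as markers of proliferation, to be expressed in Cluster C.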

We confirmed the expression of MKI67, FOXM1, and TOP2A as proliferation markers^35^ in our gene expression data for Cluster C (Fig. 6a). Altogether, we identified that clusters A and C were associated with specific functional pathways, while Cluster B remained as an undefined group.

**Figure 6:**
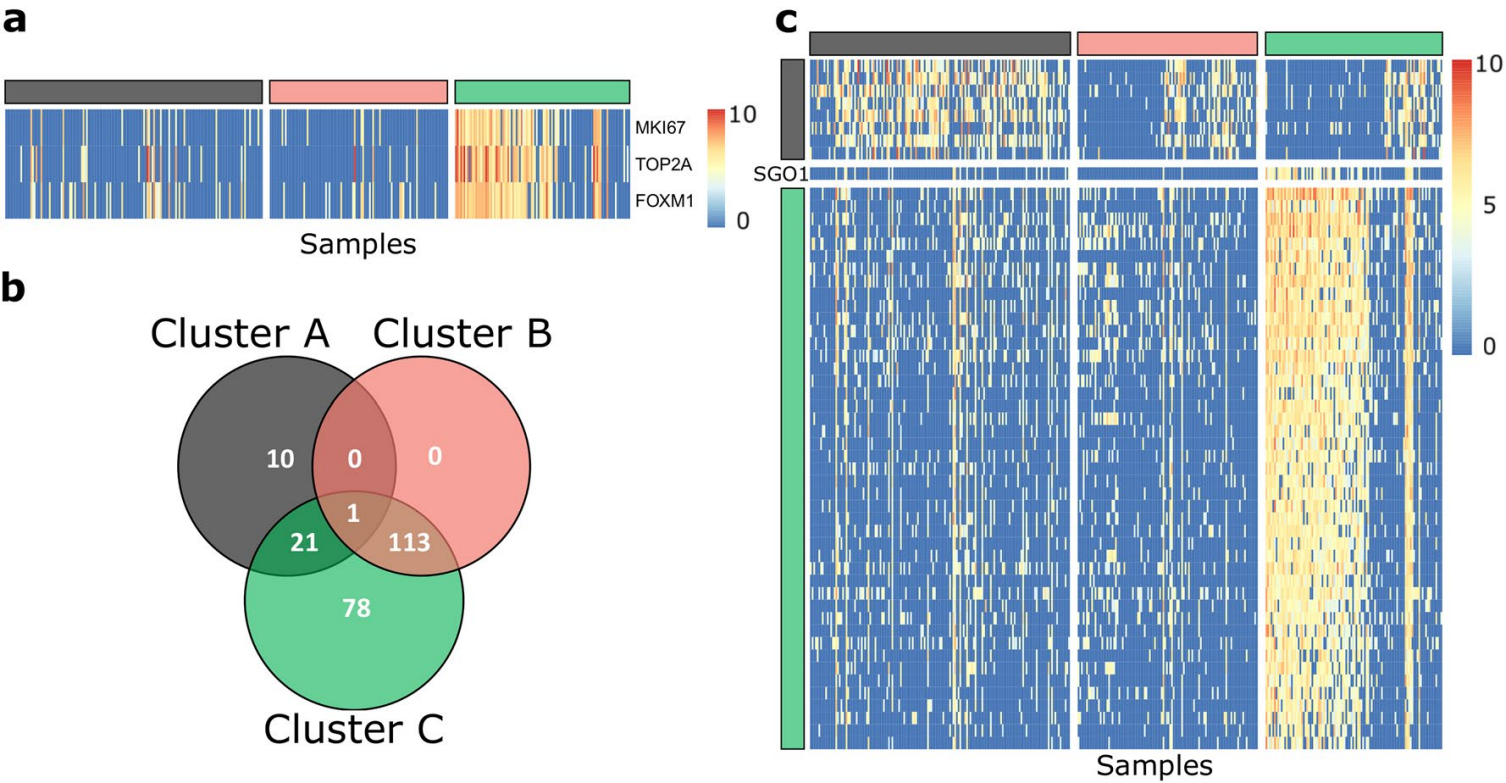
Differentially expressed genes. (**a**) Heatmap of genes TOP2A, MKI67, and FOXM1. Log fold change > 1.5 and *p* < 0.05. Colors yellow and red represent the low and high expression, respectively. (**b**) Venn diagram for the differentially expressed genes for every cluster. c. Heatmap of the marker genes for each cluster with a |log2(FC)|> 2 and a *p* < 0.01 (empirical *p* value estimation). Rows are the markers genes for every cluster and columns are the cluster samples.

#### Differential gene expression analysis

To identify differentially expressed genes on the three clusters previously described, expression of each gene in every cluster was compared pairwise and filtered using a |log2(FC)|> 1.5 and a *p* value < 0.01. Figure 6b shows the Venn diagram using the results of every comparison (Supplementary Table S8). As a result, we found a total of 223 up and downregulated genes corresponding to 3.71% of the entire set of evaluated genes. Among them, the expression profile of 89 genes was specific for clusters and not conditional for a specific pairwise comparison. These genes may be candidates to be markers genes of each cluster. In particular, we found that SGO1, a gene related to centromeric cohesion in mitosis^36^, is differentially expressed in all clusters (center of the Venn diagram). 

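At a log2 fold change beyond 1.5 in either direction and an unadjusted p under 0.01 from edgeR, 318 of 4609 shared genes passed in at least 1 pair of clusters. These were 51 genes for interferon-like against the third, 232 for interferon-like against proliferative-like and 212 for the third against proliferative-like. With an adjusted p under 0.05 in place of the unadjusted one, 26, 221 and 202 passed at the same fold change. Most of the contrast thus lay between the proliferative-like cluster and either of the others, led by genes of mitosis such as CDK1, with log2 fold changes of −6.96 (interferon-like over proliferative-like, standard error 0.49, edgeR adjusted p = 6.43e-18) and −5.82 (the third over proliferative-like, 0.36, adjusted p = 1.51e-21). Without a threshold on the fold change, edgeR called 159, 490 and 574 genes in these pairs, and without D19 replicate A 41, 235 and 325.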

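SGO1, the gene of shugoshin 1, which guards centromeric cohesion, stands as SGOL1 in the tables and lies on chromosome 3 (hg19, 20202085 to 20227698). It was measured in D6 and D19 replicate A and had 198 counts in the proliferative-like, 3 in the interferon-like and 2 in the third cluster. It was lower in the interferon-like than in the proliferative-like cluster, with a log2 fold change of −4.72 (standard error 0.74, edgeR adjusted p = 2.9e-08), and lower in the third, with −6.03 (0.64, adjusted p = 1.24e-18). Between the interferon-like and the third cluster its log2 fold change was 1.32 (1.29, adjusted p = 0.815 from edgeR), where the counts of 3 and 2 leave a difference undetectable at this depth.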

Figure 6c shows the landscape of the 55 overexpressed genes with the most significant log-ratios among clusters (|log2(FC)|> 2, Supplementary Table S9).

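The study chose the genes of Supplementary Table S9 on these samples, so their direction here is not independent evidence. Of the genes it gives for Cluster C, 21 were measured in all 3 libraries, and all 21 were higher in the proliferative-like cluster by edgeR and none lower (the same when adjusted over the list alone), with a median log2 fold change of 4.84 (camera adjusted p = 7.4e-143, and adjusted p = 0.0429 with an estimated correlation). BIRC5, the survivin gene, had 4.94 (standard error 0.26, edgeR adjusted p = 2.77e-25) and MAD2L1, of the spindle checkpoint, 4.35 (0.24, adjusted p = 6.64e-24). BIRC5 is also among the markers that named the cluster here. Of the genes for Cluster A, 5 were measured, and 2 were higher in the interferon-like cluster and none lower (4 higher when adjusted over the list alone), with a median of 2.08 (camera adjusted p = 1.61e-10, and adjusted p = 0.178 with an estimated correlation). The histone gene HIST2H2BE, listed as H2BC21, had 1.73 (0.21, edgeR adjusted p = 3.22e-08), higher in both D19 libraries.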

### Key genes in functional heterogeneity

So far, enriched pathways gave us insight into particular processes, and the differentially expressed analysis allowed us to know which genes had the highest expression among clusters. To be able to set the differentially expressed genes that govern the enriched pathways, we linked the above results. We matched the differentially expressed genes and the leading-edge genes with the most recurrence in collections described in the enriched maps for each cluster (Figs. 4 and 5).

Figure 7a shows the differentially expressed genes for cluster A and C that correlates with the enriched collections. 

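CXCL10, the gene of an interferon-induced chemokine on chromosome 4 (hg19, 76942271 to 76944650), had 1489 held-out counts in the interferon-like cluster (1619 CPM), 69 in the proliferative-like (42.9 CPM) and 89 in the third cluster (71.2 CPM). CXCL10 and IFI44 are also among the markers that named this cluster, so their higher level in it is partly built in. The pooled ratio of CXCL10 over the other clusters was 29.3 (95% counting interval 20.9 to 41.2). D6 gives 4 cells to the interferon-like cluster here, 107 to the proliferative-like and 49 to the third. Within the libraries the log2 fold change was 4.38 (standard error 0.62), higher in both D19 libraries. This did not pass the adjusted threshold in edgeR (adjusted p = 0.0616). It did with no library block (4.82, edgeR adjusted p = 0.0198) and by DESeq2 (4.43, adjusted p = 0.000280). The log2 fold change was 4.74 without D19 replicate A and 4.45 without D19 replicate B. Each of these fits holds 1 interferon-like sum and 1 residual degree of freedom, so only its size is given. CXCL11, a chemokine of the same receptor, had 93 counts against 1 and 1 and was called (5.71, 0.81, edgeR adjusted p = 3.7e-07). IL17C, an epithelial cytokine, had a log2 fold change of 3.71 (0.71, adjusted p = 0.116 from edgeR), and was called by DESeq2. IFI44 had 1.51 (0.34, edgeR adjusted p = 0.0239), and its call ended in 8 settings, among them without D19 replicate B (1.12, adjusted p = 0.0594).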

The most overrepresented gene for Cluster A was CXCL10, which shapes the enrichment core for several associated collections: extracellular matrix modification, Jak signaling, response to interferon, nup98-hox9 fusion, and HIF1-alpha mediated induction of interferon (Figs. 4 and 7a). In summary, these functions described immune and migration-related processes. For instance, CXCL10 and its receptor CXCR3 play an essential role in metastasis in various cancer cells, including colorectal carcinoma cells, colon cancer, prostate cancer, melanoma, and glioma^37^. Moreover, CXCL10 is overexpressed in breast cancer, and their expression is positively correlated with advanced tumor stages^38^. Additionally, S100 genes (S100A7, S100A8, and S100A9) were pointed out as important according to our results, particularly S1008. They are associated with several Cluster A collections: response to interferon (S100A8), Hif1a mediated induction of interferon (S100A7, S100A8, and S100A9) and extracellular modifications (S100A7, S100A8, and S100A9). These genes may represent a link between inflammatory and metastatic processes. 

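The 3 calcium-binding genes S100A7, S100A8 and S100A9, which lie close together on chromosome 1 (hg19, from 153330330 to 153433127), were all higher in the interferon-like cluster of D6 and D19 replicate A. S100A7 had 1351 CPM there against 114 in the proliferative-like and 347 in the third cluster, a log2 fold change of 1.80 (standard error 0.18, edgeR adjusted p = 1.92e-19). S100A8 had 262 against 21.0 and 111 CPM (1.69, 0.26, adjusted p = 7.72e-08), and S100A9 1241 against 75.7 and 476 CPM (1.60, 0.18, adjusted p = 2.09e-15). In the third cluster S100A8 and S100A9 were also higher than in the proliferative-like cluster, with log2 fold changes of 2.07 (0.26, edgeR adjusted p = 6.87e-14) and 2.04 (0.17, adjusted p = 3.38e-29) in both libraries. Without barcodes under 4000 counts, which was chosen after seeing the data, these were 1.10 and 1.43, and S100A8 stood at 2.90 in the interferon-like cluster. The interferon-like sum comes from D19 replicate A alone, while the pooled CPM of every cluster include D6, with 4 cells in the interferon-like cluster.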

Even though these proteins are usually expressed in myeloid cells, such as neutrophils and macrophages, there is experimental evidence showing their overexpression in breast cancer^39^. We could not find a key gene in Cluster B because it was poorly pathway enriched and only had one differentially expressed gene.

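By edgeR 141 genes were higher and 180 lower in the third cluster than in the other 2 together. Against each of the other clusters in its own pair, 25 genes were called higher in the third cluster, and 1, ERO1LB, passed the paper's thresholds in both pairs. The largest rise over the other 2 was in ERO1LB, an oxidase of protein folding in the endoplasmic reticulum (log2 fold change 1.87, standard error 0.32, edgeR adjusted p = 4e-05). ME1, the malic enzyme gene, had 1.15 (0.11, adjusted p = 9.63e-12) and AKR1C1, an aldo-keto reductase gene, 1.27 (0.20, adjusted p = 1.22e-05), each higher in both D19 libraries. Of 7 measured genes of the unfolded protein and amino acid stress response, 4 were higher and none lower, also when adjusted over the list alone, with a median of 0.46 (camera adjusted p = 0.00339, and adjusted p = 0.277 with an estimated correlation). They were the chaperone genes DNAJB9 (0.88, 0.12, edgeR adjusted p = 1.05e-07) and HSPA5 (0.61, 0.12, adjusted p = 0.00461), HERPUD1 (0.60, adjusted p = 0.0211) and DDIT3 (0.46, adjusted p = 0.00637). Without D19 replicate A the count of calls was 81, and ERO1LB lost its call (1.41, adjusted p = 0.0668).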

**Figure 7:**
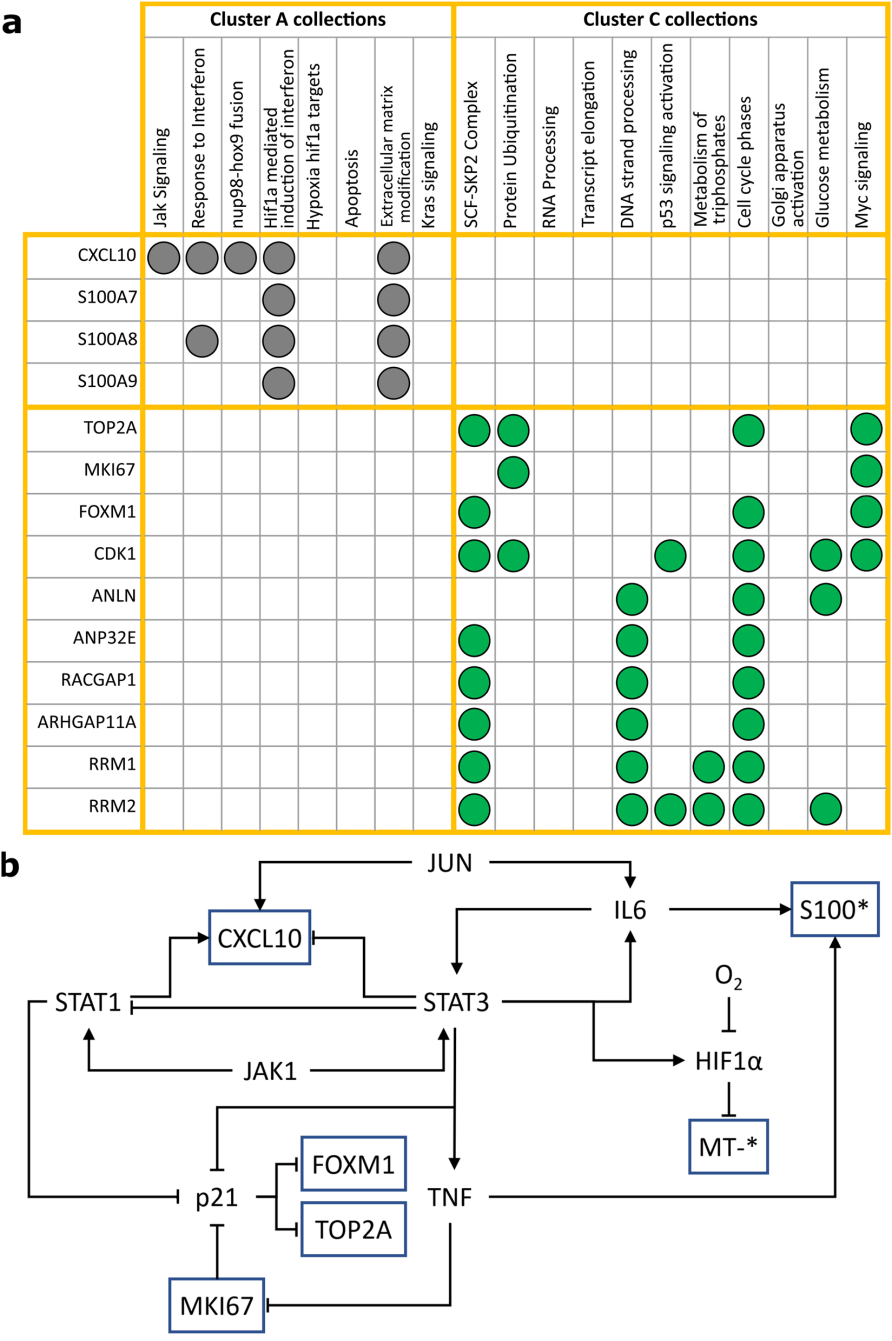
(**a**) Association graph between differentially expressed genes (rows) and the collections obtained for the enriched maps. Circles indicate strongly enriched genes in a collection. Gray and green circles represent collections for clusters A and C, respectively. (**b**) Proposed interaction mechanism based on literature association with IPA. Arrows indicate activation and bars inhibition. The genes in blue squares are the ones overexpressed in the clusters. S100* encloses S100A7, S100A8 and S100A9. MT-* encloses genes related to respiratory chain (MT-CO1, MT-CO2, MT-CO3, MT-RNR1, MT-ND4L, MT-ND5, and MT-ND2).

Cluster C had well-known proliferation markers (MKI67, TOP2A, FOXM1, CDK1) as part of the enrichment core for this cluster (Figs. 6 and 7a). Moreover, ANLN, ANP32E, RACGAP1, and ARHGAP11A were also differentially expressed and are implicated in proliferation. Nevertheless, ANLN overexpression increases the migratory capacity of cells in breast cancer^40^. 

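CDK1, the kinase that drives entry into mitosis, lies on chromosome 10 (hg19, 62538089 to 62554610) and had a log2 fold change of 6.39 in the proliferative-like cluster over the others (standard error 0.32, edgeR adjusted p = 1.3e-25), a pooled ratio of 74.4 (95% counting interval 25.1 to 366). CDK1 is also among the markers that named the cluster here. Among genes called and higher in both D19 libraries, the 8 with the highest fitted fold changes were DTL, FAM64A, CENPE, EXO1, MCM10, FAM83D, DLGAP5 and CASC5, which act in DNA replication, repair and the mitotic spindle. Fitted values of genes without a count on 1 side give no ranks. In the counts held out, 6 of them had no count in the other clusters, with 113 in the proliferative-like cluster for DTL, 149 for FAM64A, 81 for CENPE, 74 for EXO1, 70 for MCM10 and 65 for CASC5. FAM83D was 79.3-fold higher in pooled counts (95% counting interval 13.3 to 420).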

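ANLN, the anillin gene of the cleavage furrow on chromosome 7 (hg19, 36429430 to 36493400), had a log2 fold change of 4.70 in the proliferative-like cluster over the others (standard error 0.39, edgeR adjusted p = 1.37e-15). ARHGAP11A, a Rho GTPase activating gene on chromosome 15 (32907345 to 32932142), had 4.74 (0.51, adjusted p = 1.72e-11), and ANP32E, a histone chaperone gene on chromosome 1 (150190717 to 150208504), 1.53 (0.23, adjusted p = 2.72e-07), each higher in both D19 libraries. RACGAP1, of the central spindle, on chromosome 12 (50370706 to 50426919), had 4.07 (0.36, edgeR adjusted p = 1.06e-26) in D6 and D19 replicate A. With K-means on the distance matrix, ANLN and ARHGAP11A stood at −0.04 and −0.34.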

ANP32E-miR-141 axis participates in the regulation of cell proliferation, migration, and invasion in breast cancer cell lines^40,41^. RACGAP1 inhibits cell migration in Basal-like Breast Cancer cell lines, while ARHGAP11A promotes it^42^. Furthermore, other relevant genes are RRM1 and RRM2 due to their correlation to the metabolism of triphosphates. Both genes are the catalytic subunits of ribonucleotide reductase (RNR) that set the limiting step in dNTP synthesis, a process needed for proliferation. 

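RRM2, on chromosome 2 (hg19, 10260825 to 10351851), had 453 CPM in the proliferative-like cluster against 17.4 in the interferon-like and 12.1 in the third cluster of D6 and D19 replicate A, a log2 fold change of 4.86 (standard error 0.23, edgeR adjusted p = 1.86e-94). RRM1, on chromosome 11 (4115937 to 4160162), had 2.72 (0.40, adjusted p = 6.1e-10), a pooled ratio of 4.10 (95% counting interval 2.20 to 7.90). In the tests of both genes the interferon-like sum comes from D19 replicate A alone, while its pooled counts include 4 cells of D6.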

To expand this result, Cluster C cells overexpressed mitochondrial genes that are part of the respiratory complexes (MT-ND3, MT-ATP6, MT-CO2, MT-ND4, MT-CYB, MT-CO3, MT-ND2, MT-CO1, MT-ND5, and MT-RNR1) related to mitochondrial oxidative phosphorylation (OXPHOS). Therefore, these observations suggest a metabolic rewiring among this subpopulation, needed to meet energy demands in the cancer cell^43,44^.

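Mitochondrially encoded genes of the respiratory chain had a higher share of counts in the interferon-like than in the proliferative-like cluster when all kept barcodes of D6 and D19 replicate A were used. Of 11 measured genes, 8 were higher and none lower by edgeR (9 higher when adjusted over the list alone), with a median log2 fold change of 0.62. MT-CO1, a subunit of cytochrome c oxidase, had 0.54 (standard error 0.17, edgeR adjusted p = 0.0270), MT-CO2 0.70 (0.16, adjusted p = 0.000726) and MT-CYB 0.64 (adjusted p = 0.00389). Outside this list MT-RNR1, a ribosomal RNA of the mitochondrion, had 0.91 (0.22, edgeR adjusted p = 0.00154). Without barcodes under 4000 counts, which are rich in mitochondrial RNA, edgeR called none of the 11 (none higher and 2 lower at an unadjusted p under 0.05), and the median was −0.21. MT-CO1 then had −0.50 (0.21, edgeR adjusted p = 0.285), MT-CO2 −0.30, MT-ND4 −0.32, MT-CYB −0.21 and MT-CO3 −0.19. In pooled counts of all kept barcodes, D6 included, MT-CO1 had 1714 CPM in the proliferative-like, 1810 in the interferon-like and 1620 in the third cluster. Pooled values of the other mitochondrial genes are not given here, and MT-CO1 does not stand for their direction.

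This alternative was chosen after seeing the data, and the list's camera call over all barcodes did not hold with an estimated correlation (adjusted p = 0.626). The interferon-like sum comes from D19 replicate A alone.

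**Figure D3:**
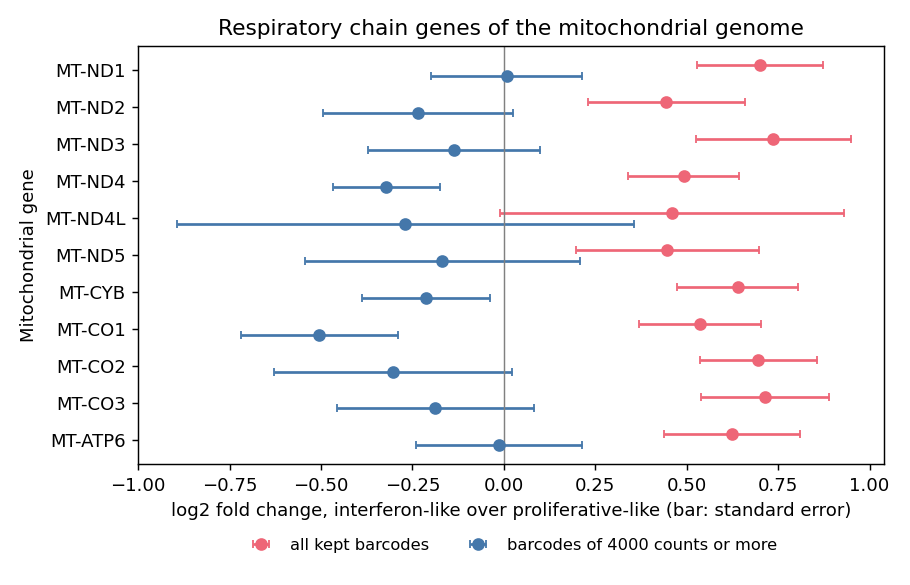
Log2 fold change of interferon-like over proliferative-like for 11 mitochondrially encoded genes of the respiratory chain in D6 and D19 replicate A, with standard errors derived from the edgeR F statistic. Red points use all kept barcodes and blue points the barcodes of at least 4000 counts. MT-CO1 lies at 0.54 in red and at −0.50 in blue.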

In conclusion, we found genes in subpopulations that might rule some cancer hallmarks in MCTS, ranging from metabolic rewiring to global functions like proliferation and migration. Our results highlight the question if there is a motif capable of regulating all cluster processes.

### Depicting a regulation motif

To investigate if the previously described genes are interconnected between them and propose a possible genetic circuit that modulates MCF7 MCTS subpopulations, we identified upstream regulators interconnected with several identified genes, using the upstream regulators tool in Ingenuity Pathway Analysis software (IPA). So, we only considered mitochondrial genes, S100 family genes, CXCL10, FOXM1, TOP2A, and MKI67. As a result, we found eight upstream interacting genes (HIF1A, STAT1, STAT3, IL6, p21, JUN, TNF, and JAK1) and oxygen that might be the central regulation core. 

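Of the genes of this motif, 4 were measured in all 3 libraries (HIF1A, JAK1, JUN and CDKN1A, which encodes p21), and 2 of them, HIF1A and CDKN1A, were higher in the interferon-like cluster and none lower by edgeR, also when adjusted over the list alone, with a median log2 fold change of 0.46 (camera adjusted p = 0.00371, and adjusted p = 0.178 with an estimated correlation). JAK1 had 0.34 (standard error 0.20, edgeR adjusted p = 0.394) and JUN 0.26 (0.16, adjusted p = 0.440). In the proliferative-like cluster 3 of the 4 were lower and none higher, also over the list alone, among them HIF1A (−1.21, 0.11, adjusted p = 3.05e-15) and JAK1 (−0.52, 0.18, adjusted p = 0.0437), with a median of −0.60 (camera adjusted p = 0.00504, and adjusted p = 0.178 with an estimated correlation). In D6 and D19 replicate A, STAT3 (1.13, 0.28, edgeR adjusted p = 0.00392) and STAT1 (0.67, 0.19, adjusted p = 0.0193) were higher in the interferon-like cluster, and TNF was not called (0.09, 0.50, adjusted p = 0.976). IL6 was not among the genes tested. The STAT1 call ended without barcodes under 4000 counts (0.60, adjusted p = 0.0936).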

The motif with their regulatory associations is depicted in Fig. 7b. Arrows and bar-end connectors indicate activation and inhibition, respectively. Measured genes are shown in blue contour. Notably, most of these genes are cancer master regulators, and here we supply evidence that all subpopulations together shape a functional heterogeneity core.

### Robustness of the functional heterogeneity

Previous results indicated functional heterogeneity among cell subgroups. To discard an induced bias due to dimensionality reduction and clustering methods, we repeated the analysis using the entire multivariable space and expectation–maximization (EM) clustering algorithm. EM is an unsupervised nonparametric method of classification that does not define a priori the number of clusters in the samples^45^. To ensure robust physiological interpretations, we applied four combinatorial analyses by considering two clustering algorithms (K-means and EM) into the full variance space (Var) and the UMAP projection. Each gene set enrichment analysis was performed with the same gene sets collection. Table 1 shows the number of enriched pathways with an FDR < 0.05 and a *p* value < 0.01 for all analyses, no additional restrictions were set for the enrichment score.

**Table 1:**
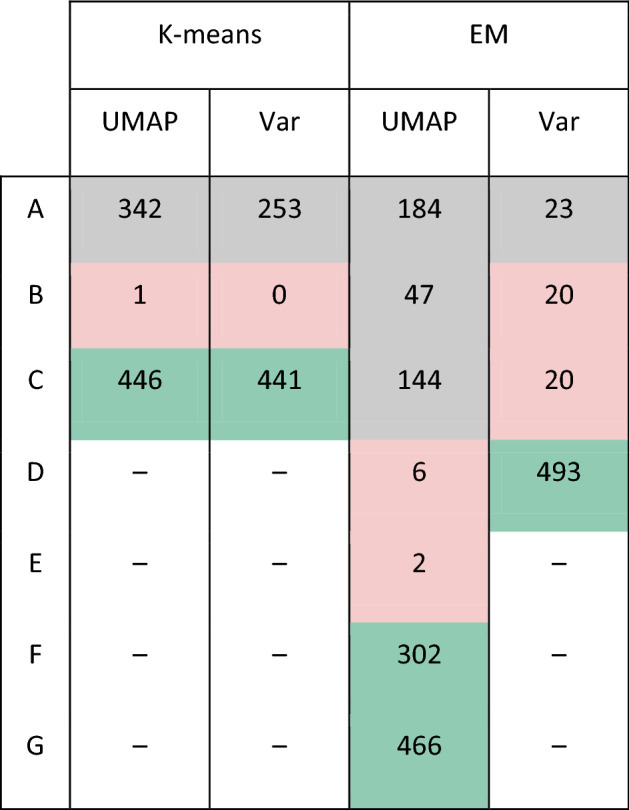
Number of enriched pathways by GSEA tool. Two clustering methods were used (K-means and EM) in two spaces, one dimensionally reduced (UMAP) and another without any reduction process (Var). The numbers represent the number of enriched pathways (FDR < 0.05 and *p* value < 0.01). Ndash symbol (–) represents the non-existence of that particular cluster. Gray, red, and green associate clusters with similarities based on the enriched pathways given a Jaccard Index equal to 0.7.

As Table 1 depicts, there are differences in the number of enriched pathways obtained for each combination of projected space and clustering methods. 

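With the clustering steps rebuilt here, the elbow of the K-means curve fell at 2 clusters in UMAP space and at 2 in the distance matrix, and EM clustering chose 6 clusters in UMAP space and 5 in the distance matrix. The adjusted Rand index with the 3 clusters used here was 0.533 for the 2 clusters of K-means and 0.534 for the 6 of EM in UMAP space, and 0.03 for the 5 of EM in the distance matrix. UMAP seeds 2 and 3 gave 0.880 and 0.892. Fewer and more overdispersed genes gave 0.702 and 0.786. It was 0.051 for UMAP on the rows of the distance matrix, 0.270 centred within each library, 0.300 at 500 genes per cell, 0.306 for cells thinned to equal depth, 0.349 without D6, 0.372 over all rows of D6 and D19 replicate A and 0.486 without the fixed list genes. K-means on the distance matrix gave clusters of which the one given the name proliferative-like, although the S phase and G2 and M phase lists were not called in it, held 72.5% of D6 cells, 54.4% of D19 replicate A and 88.9% of D19 replicate B.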

Meanwhile, UMAP and K-means suggested the presence of three main clusters, the number of clusters obtained from the EM algorithm using UMAP space was seven. Despite the EM algorithm being able to identify more clusters than K-means, we noted that the enriched pathways obtained suggests a functional correspondence between methodologies. To compare our previous findings with this new classification, we calculated the degree of association among clusters through the Jaccard index of the enriched pathways. Jaccard index was empirically fixed at 0.7 because it was the highest value where associations were found. Despite the different number of clusters obtained for each approach, we found consistency between them. For instance, clusters A, B, and C in EM-UMAP analysis correspond to A in the K-means analyses. D and E are related to B, and Clusters F and G are correlated to C. As Cluster B does not have a particular enriched pathway, we associated clusters with an undefined function. Table 1 shows the clusters obtained for each method, and colors indicate similar functional subpopulations; gray, red, and green cells correspond to the invasive, reservoir, and proliferation subpopulations, respectively. So, despite the differences in the number of clusters, the results described do not change, and it is possible to extract similar conclusions. These findings give us the confidence that results do not depend on a particular method.

On the other hand, to ensure the robustness of these findings we validated our results on a parallel study applying RNAseq with the same experimental setup. Despite the differences in their scope, we concluded that in general terms, both technologies are in agreement to identify crucial processes being altered during the spheroid progression, such as immune systems activation, cell cycle progression, and proliferative pathways (data not shown).

In conclusion, MCF7 MCTS single-cell analysis showed that isogenic cancer cells have different functions to ensure tumor progression. Determining that functions among cancer cells within a tumor is important to know why some cancer cells are resistant to treatments, causing cancer relapses in patients.

## Discussion

With the purpose to unveil functional heterogeneity during tumor progression, we examined the transcriptome of single cells from MCF7 MCTS at two-time points of tumor spheroid progression. Notably, our analysis allowed us to typify three time-invariant subgroups, each one with a particular functionality and genetic signature. As MCTS increases in size, oxygen and nutrients gradients are broadened, leading to a nutrient deprivation for cells closer to the spheroid core. Although we chose 19 days MCTS, they had nutrient deprivation even when they did not reach their maximum diameter. This phenomena leads us to believe that there were two ruling biological processes in our data, proliferation, and quiescence, one for each sampling time (Fig. 1b). In contrast with this hypothesis, we found three polarized states placed in independent subpopulations (Fig. 3a). Two of them majorly dominated by cells of a respective sample (clusters A and C) and a third one (Cluster B) with almost 30% of cells from both samples (Fig. 3b). Therefore, we concluded that there is not a unique biological process for a specific time point, several subpopulations coexist and might work together across time.

With the purpose to describe each subpopulation and their respective function, we performed gene-set enrichment and differentially expressed genes analysis. First, Cluster A enriched pathways comprised of several collections enlighten a strong activation of the immune system (Fig. 4). JAK/STAT signaling pathway has an anti-tumor defense and the maintenance of an active and long-term immune response^46^. As well, interferon response is praised as an important effector of anti-tumor immunity, capable of suppressing tumor growth^47^. However, interferon gamma (IFN-γ) facilitates tumor initiation and increases tumor fitness^47^. In addition, the immune response activation has been associated with metastasis and survival improvement driven by the induction of JAK/STAT3 pathway in several cancer types^48^. This immune activity is part of immune surveillance by presenting tumor-associated antigens, so tumor cells can be whipped out^49^. Nevertheless, immune cells recruitment is part of immune evasion^50^. As a first stage of it, tumor cells are recognized to be killed by T cells, NK cells, and macrophages. After the elimination stage, there is immunoediting in the major histocompatibility complex (MHC), followed by an evasion of tumor cells induced by immune selection^51–53^. 

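Most measured genes of antigen presentation by MHC class I were higher in the interferon-like cluster. Of 9 measured genes, 6 were higher than in the other clusters and none lower by edgeR (7 higher when adjusted over the list alone), with a median log2 fold change of 0.80. B2M, the light chain of the complex, had 0.79 (standard error 0.11, edgeR adjusted p = 2.24e-07), and the heavy chain genes HLA-A 0.81 (0.18, adjusted p = 0.00161), HLA-E 0.80 (0.18, adjusted p = 0.00178) and HLA-B 0.74 (0.17, adjusted p = 0.00376), each higher in both D19 libraries. HLA genes resemble each other, and how the authors' counting shared reads between them is not given in the sources used here. Camera gave adjusted p = 1.86e-05 (adjusted p = 0.127 with an estimated correlation). The call ended with K-means on the distance matrix (adjusted p = 0.904) and with cells thinned to equal depth (0.636). By day, 7 of the 9 genes had a higher CPM in both D19 libraries than in D6 and 2 a lower one.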

In agreement with this, pathways related to antigen cross-presentation of the MHC1 were overrepresented in Cluster A (Supplementary Table S2). Although our model could only reproduce the beginning of the immune evasion process due to the lack of other immune response components, it gave useful information about their initiation. In addition, CXCL10 and S100 genes were linked to invasion and immune control (Fig. 7a). CXCL10 has a leading role in modulating cellular migration in the mouse breast cancer cell line 4T1^54^. Their immune role is mediated by the axis STAT1/IFN-γ leading to the polarization of macrophages to M1 and the recruitment of T and NK cells due to the secretion of proinflammatory cytokines^55,56^. On the other side, S100 genes codes for proteins of a calcium-binding receptor family. Evidence relates them to proliferation, metastasis, and immune evasion in breast cancer^57^. In ER+ breast cancer, S100A7 limits the proliferation and motility of tumor cells by downregulating the β-catenin/TCF4 pathway^58^. Moreover, the heterodimer S100A8/S100A9 enhances epithelial-mesenchymal transition. It binds with RAGE forming a stabilized SNAIL via NFκB, which provides a perfect niche for tumor cell invasion^59^. Additionally, S100A7, S100A8, and S100A9 recruit tumor-associated macrophages (TAM) to promote a microenvironment for immune evasion^60,61^. All together supports that Cluster A orchestrates immune evasion and invasion.

Results related to Cluster B are not clear enough to be associated with a unique function. Given the exploration we made, Cluster B shared characteristics from clusters A and C. Given their functionality closeness with the others clusters, a well-reasoned explanation is that this cluster is an intermediate state which leads to having a multipotent reservoir subpopulation. Moreover, this speculation should be validated in future work.

Regarding Cluster C, results indicated a classical cancer proliferating subpopulation. Cluster C overexpressed genes and pathways involved in the cell cycle progression, which is associated with the development and continued growth of cancers (Fig. 5b). Interestingly, it expressed genes with a double-edged function. ANLN, ANP32E, RACGAP1, and ARHGAP11A genes have an impact on the migration phenotype^40,41^ and they promote cellular proliferation. However, Cluster C was not associated with cell migration and invasion. This can be related to the fact that cells have latent phenotypes waiting for the correct stimuli to be manifested. This latency state of a particular population (in our experimental setup) may represent a transition pivot between the different clusters. On the whole, Cluster C is leading the important survival role of proliferating.

In terms of metabolism, the major functional differences were found between clusters A and C which impact the way they meet their energetic and metabolite demands. Contrastingly, results suggested Cluster A cells undergo glycolytic activity, while Cluster C cells overexpressed mitochondrial genes that conform respiratory complexes associated with OXPHOS (Supplementary Table S5). 

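Nuclear genes of glycolysis and of the respiratory chain did not pass the test between the interferon-like and the proliferative-like cluster, a pair in which 35.8% of simulated log2 changes of 1 were recovered. Of 9 measured genes of glycolysis, edgeR called none (none at an unadjusted p under 0.05, none by DESeq2 and none when adjusted over the list alone), with a median log2 fold change of −0.15 for interferon-like over proliferative-like (camera adjusted p = 0.819, and adjusted p = 0.873 with an estimated correlation). Against the other 2 clusters together, LDHA, the lactate dehydrogenase gene, had 0.39 (edgeR adjusted p = 0.0809), ALDOA 0.04, ENO1 0.01 (adjusted p = 0.981) and GAPDH −0.03 (adjusted p = 0.929). Of 26 nuclear genes of the respiratory chain, edgeR called none (1 higher and 5 lower at an unadjusted p under 0.05, and none by DESeq2), with a median of −0.10 (camera adjusted p = 0.294, and adjusted p = 0.759 with an estimated correlation). Of 10 genes of the citric acid cycle, 1 was lower in the interferon-like cluster and none higher (2 lower when adjusted over the list alone), with a median of −0.44 (camera adjusted p = 0.0385, and adjusted p = 0.228 with an estimated correlation). By day, 7 of the 9 genes of glycolysis had a higher CPM in both D19 libraries than in D6 and 1 a lower one.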

Although the glycolytic pathway is bio-energetically less efficient, it allows the adaptation to fluctuating oxygen availability and enables fast ATP production^43,62^, it is used in the presence or absence of oxygen and is associated with a malignant phenotype^63,64^. Moreover, some tumor cells use OXPHOS to produce energy and metabolites for pyrimidine biosynthesis^65^, which is related to the triphosphate metabolism, that maintains the correct levels of dNTPs for DNA replication and repair. dNTP synthesis is rate-limited by the reduction of ribonucleoside di- or tri- phosphates, carried out by RNR^66^. Cluster C overexpressed the RNR catalytic units (RRM1 and RRM2), and there is evidence that their inhibition is correlated to an increase in the migratory and metastatic potential^67,68^, as seen in Cluster A. We explain the representation of glycolytic pathways in our data due to the Warburg effect and to oxygen concentration on the spheroid layer. Given our results, we can expand the idea that glycolysis and OXPHOS are present in the same tumor accordingly with subpopulation functionality. So, these results agree that a common feature during cancer progression is metabolic rewiring^44,69^.

During cancer therapy, proper targeting of cell populations is one of the major challenges to optimize treatments. Overall, our study contributes with a proper heterogeneous model to identify targeted subpopulations. Development of cancer models capable of including heterogeneity is a major aim to balance between the optimal outcome of treatment and low risk of toxicity in patients. For example, although there are drugs that target IFN-γ/CXCL10 pathway^70^, there are other subpopulations of cells with different properties that lead to tumor survival; the inhibition of both OXPHOS and glycolysis simultaneously in MCF7 and MDA-MB-231 cells with tamoxifen and glycolysis inhibitors increases the induced cytotoxicity^71^. So, functional heterogeneity must be taken into account in future clinical therapies.

So far, we identified that Cluster A had invasive and immune-adaptive characteristics, Cluster B remained as a backup subpopulation, and Cluster C promoted proliferation. All three together coexist with synergism, a feature developed as a survival strategy^72^. And possibly all subpopulations are regulated by a master complex motif (Fig. 7b). At this stage, several questions remain open for future studies like the motif robustness, how all cells transmit information about their microenvironment and the way these key role players can be affected to have a more efficient therapy regime.

Finally, one of our outstanding queries was the role of time in the MCF7 MCTS formation. We concluded that time determines the proportions of the three different subpopulations. Our results support the idea that metastasis is not the ultimate event in cancer, all processes have a systematic organization without a hierarchy as suggested in cancer development^72^. In agreement with our results, studies in glioblastoma solid tumors and cell lines demonstrate the existence of subpopulations with invasive and proliferative phenotype gene signatures^73,74^. Hence, the maintenance of clonal heterogeneity is an intrinsic property, where clones coordinate cooperatively growth, drug sensitivity, and motility^12^. Meanwhile, the proportion of proliferative and invasive subpopulations shifts with time, notably the reservoir remains constant (Fig. 8). The reservoir subpopulation might be an essential player in generating new tumors due to their shared characteristics with other clusters. Also, it is the most challenging to characterize because it does not have a differential marker even to develop a drug against him.

**Figure 8:**
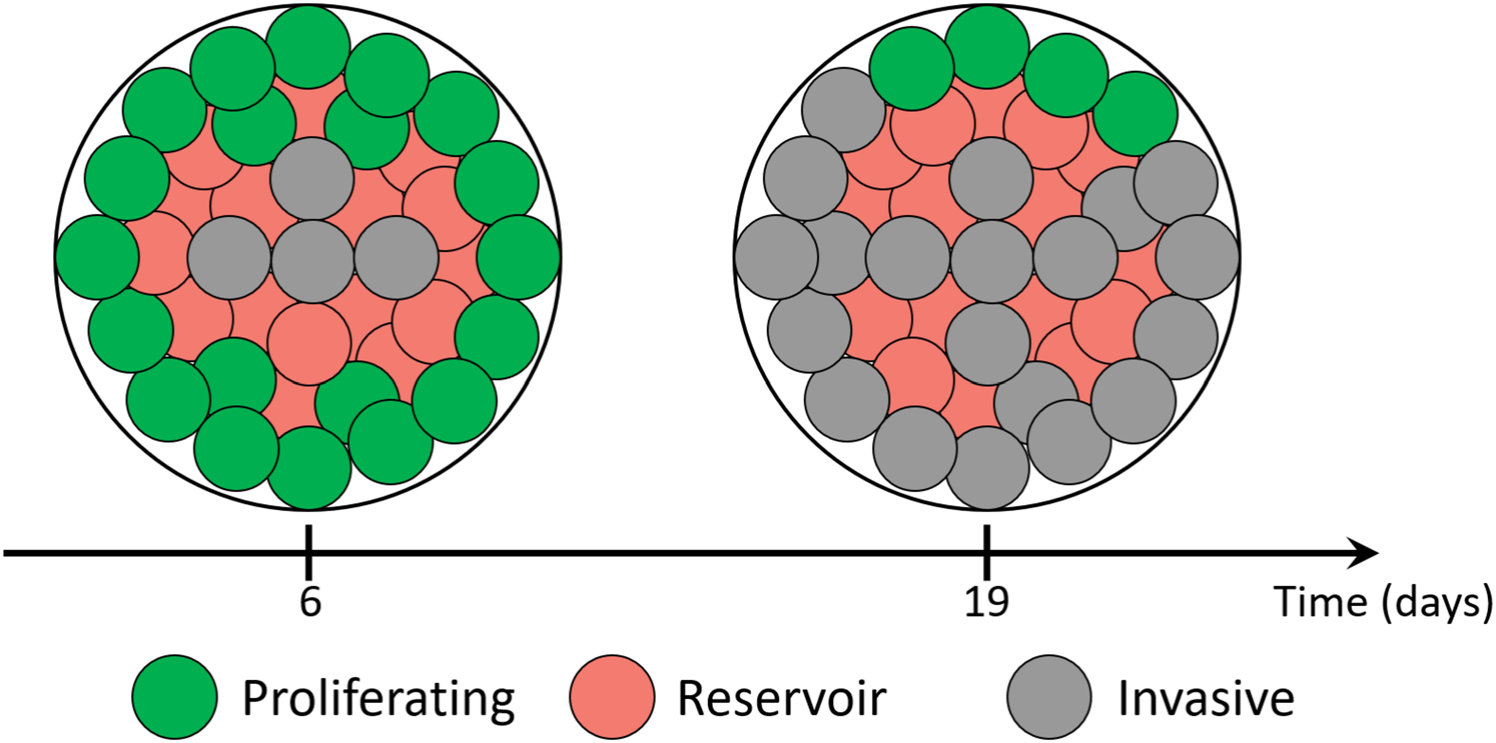
Change in the MCF7 MCTS subpopulations proportions over time. Every color represents a typified cluster.

Single-cell studies had focused on describing intratumor heterogeneity by depicting the different cell subpopulations that structure a tumor. This global description had been conducted to find therapeutic targets and to make the first steps to unveil mechanisms in cancer development among cell subtypes. Here, we concluded that in an isogenic population a cooperative task stratification takes place. Each subpopulation is functionally non-redundant but complementary to support the tumor survival. Finally, it is important to highlight the main limitation of this study and their subsequent conclusions lay on their inability to include more realistic tumor micro environment variables; such as, vascularization, epithelial-mesenchymal transition, interaction with other cells in tissues and the constraints imposed by the tumor microenvironment. Moreover, the major difference given time progression is the proportion, so the occurrence probability of every function changes according to the tumoral microenvironment. The present study draws one of the heterogeneity foundations in cancer and opens several lines of research worth pursuing in future work. It would be worthwhile to consider the depicted functional heterogeneity in the development treatment schemes considering the existence of multiple populations with unique characteristics, with the ultimate goal to increase treatment efficacy.

## Methods

### Experimental procedures

#### Monolayer cell culture

Breast cancer cell line MCF7 (ATCC HTB-22TM) was growth in DMEM (ATCC 30-2002) containing 4 mM L-glutamine, 4500 mg/L glucose, 1 mM sodium pyruvate, and 1500 mg/L sodium. Media was supplemented with 10% v/v of FBS (ATCC 30-2020). Cells were incubated under a humidified atmosphere with 5% CO and 95% air at 37ºC. For all experiments, 70–80% confluent monolayer cultures with less than 9 passages were used. MCF7 cell line was validated using STR analysis.

#### Generation and disaggregation of Multicellular Tumor Spheroids (MCTS) Cultures from MCF7

The generation of spheroids was carried out using a liquid overlay technique. A single-cell suspension of MCF7 at a density of 1 × 10^6^ cells was loaded into 12.5 cm^2^ suspension culture flasks (UltraCruz sc-200257) containing 5 mL of L-15 media (ATCC 30-2008) supplemented with 5% v/v of FBS. Flasks were placed in an orbital incubator at 37ºC under constant orbital shaking of 59 rpm for 6 and 19 days^26^.

#### MCTS diameter distribution

The average and standard deviation of the MCTS Feret diameter were estimated by taking pictures directly to the spheroid flask during the culture kinetic. Pictures were obtained using a Nikon Eclipse TS 100 Inverted Microscope. We processed the images using MorphLibJ package^75^. The procedure above was performed for each biological replicate. We reported the average diameter, the standard deviation and the number of spheroids properly measured for each time point (Supplementary Table S1).

#### MCF7 MCTS disaggregation

For disaggregation, the 6 and 19 day-old spheroids were transferred to 1.5 mL tubes. The spheroids were washed with PBS 1X (VWR 97062-732). Accutase (Invitrogen 00-4555-56) was added and the reaction was carried out for 45 min at 37ºC with orbital shaking. Every 5 min the spheroids were gently pipetted. To ensure optimal disaggregation, Trypsin–EDTA (0.25% Trypsin, 1 mM EDTA) solution was added for no more than 5 min at 37ºC. The trypsin reaction was stopped by adding media with FBS in a 1:1 ratio. Cells were collected by centrifugation and suspended in 0.1% BSA in PBS (CST BSA #9998) solution.

#### MCTS culture time points selection

To capture cell heterogeneity four-time points were selected to explore the abundance of cells enriched on proliferative and quiescent populations. The first time point was 6 days of culture because MCTS were properly formed and aggregated. The next time point was selected exploiting MCF7 duplication time ~ 36 h, so the next point was 8. At 20 days of MCTS culture 90% of the sample had necrotic cores and maximum volume was reached, while samples taken from the 19th day still had necrotic cores, but in less proportion^26^. Therefore, we chose 24 and 48 h earlier (17 and 19 days) that the experimental model gets through its limits.

#### Sorting of cellular subpopulation from MCTS time points

After MCTS disaggregation of the 6, 8, 17, and 19 day-old spheroids. Cells were transferred to 1.5 mL tubes and suspended in 500 µL of PBS 1X (VWR 97,062–732). For MCTS fixation 500 µL of paraformaldehyde 4% w/v solution was added and the reaction was carried out for 10 min at room temperature. We removed the paraformaldehyde by washing 3 times with PBS 1X. MCTS samples were stored at 4 °C for a maximum period of 24 h after proceeding with permeabilization. For permeabilization, 450 µL of methanol 99.9% (MERK 34860-100ML-R) previously chilled in ice was added to the cells and the reaction was carried out for 30 min in ice. Before proceeding with immunostaining 1 × 10^6^ permeabilized cells were transferred to 15 mL centrifuge tubes (Corning CLS430055-100EA). Cells were washed twice with 3 mL of 5% w/v BSA-PBS solution. Cells from all-time point samples were immunostained by adding the proliferation (MKI67: Cell-signaling 11882) and quiescent marker (p27: Cell-signaling 12184) according to manufacturer procedure. Finally, cell sorting was done in a FACSAria Cell Sorter.

#### Isolation of single cells from MCF7 spheroids cultures

All scRNAseq procedures suggest a viable population higher than 90%. To this end, the viability of cells in suspensions was increased by removing dead cells with the dead cell removal kit (Miltenyi Biotec Inc. Order No. 130-100-008). Briefly, cells were centrifuged at 1500 rpm, resuspended and loaded into a LS column. Living cells were eluted with 12 mL of the binding buffer. Finally, cells were pelleted and resuspended in 1 mL of 0.1% BSA in PBS. Cell concentration and viability were assessed using trypan blue with the TC20TM automated cell counter.

#### Single-Cell RNA-Seq Library Construction and Sequencing

Cell suspension from the previous step was diluted to a final concentration of 2.5 × 10^6^ cells/mL with 0.1% BSA in PBS, and at least 6 µL of these final dilution suspension were needed as Input for the Bio-Rad ddSEQ Single-Cell Isolator (Illumina Bio-Rad SureCell WTA 3′ Library Prep). As viability and cell numbers are critical, three technical replicates of assessment were performed with the TC20 counter to ensure optimal conditions, i.e., cell viability > 90% and 2.5 × 10^6^ cell/mL. Then, two technical replicates, of 6 and 19 day-old spheroids respectively, were loaded onto the 4-sample cartridge for the ddSEQ. Isolation of single cells, library preparation, and sequencing were performed according to the manufacturer's reference guide (Illumina Bio-Rad SureCell WTA 3′ Library Prep Reference Guide). Sequencing was performed with a NextSeq 500/550 High Output Kit v2.5 (150 Cycles) to an attainable depth of 500,000 reads per cell.

#### Processing mRNA Sequencing Data

Raw sequencing data were processed and aligned to the human genome (hg19) following Romagnoli et al.^76^ and Tian et al.^77^.

### Data analysis

All statistical and bioinformatic data analysis was performed with R version 3.6. We excluded cells that had less than 1000 sequenced genes and genes with zero counts in all cells. Overall, we used 13,589 genes within 364 cells from the two-time points of spheroid progression. To estimate the number of cells required to represent the proportions shown in Fig. 1b, we used a sample-size statistical model for estimating the proportion of proliferative cells in spheroids. We estimated that a sample size of 115 and 255 cells was required to reproduce the proportions of proliferative cells observed at 6 and 19 days, respectively. We considered a margin of error of 5% with a confidence level of 90%. We experimentally obtained 134 and 230 cells for D6 and D19 spheroids, respectively. Thus, the number of cells experimentally measured has statistical support for representing the subpopulations.

#### Clustering and dimensionality reduction

Clustering was performed in three steps. First, we calculated the over-dispersion of each gene following Fan et al.^78^. Second, using the top N over-dispersed genes the distance matrix was computed as 1-Pearson-correlation of all cells. Finally, clustering was done with the following considerations.

Two matrices were used as input for cluster formation as parallel analyses. The first one was the distance matrix previously described; the second one was obtained by reducing the distance matrix to two dimensions with UMAP^29^ implemented in the “umap” R package with 300 iterations. To determine the clusters in both input matrices we used K-means and Expectation–Maximization (EM) algorithms. Optimum cluster number (k) for K-means was obtained using the maximum value of the second derivative of the sum of squared error for multiple k values on the elbow plot. EM algorithm was implemented with the “mclust” R package^79^.

#### Gene number selection

Each gene affects data clustering, as more considered it is harder to find similarities and differences between samples. However, considering a small amount of them wiped out subtle but significant properties in the sample. All the results were obtained by selecting the top 6,000 most over-dispersed genes. Therefore, selected genes comprised 68% of the total variance of data.

#### Pathway enrichment analysis

Pathway enrichment analysis was done using the Gene set enrichment analysis (GSEA)^30^ available at https://software.broadinstitute.org/gsea/. Considered gene sets were obtained from the MsigDB database (https://www.msigdb.org). We used the hallmarks^80^ and curated (C2) datasets. Statistical significance was assigned with an FDR < 0.05 and *p* value < 0.01. Since the analysis was done in pairwise comparisons, positive enriched pathways for one group were negative enriched pathways for the other and vice versa. Therefore, the negatively enriched pathways were implicitly considered.

#### Enriched map construction

Enriched maps were constructed with pathway enrichment analysis information. The description of every statistically significant enriched pathway was matched to find the most 3 representative words. Pathways with shared genes were favored to be considered in the same group. We computed the Jaccard index to find connections between different nodes, when it was greater than 0.4 a connection was settled. This threshold in the Jaccard index means that we set a relation when 40% of genes are contained in both gene sets. This value is recommended in Cytoscape software. A preliminary map was constructed with Cytoscape and refined with our own algorithms.

#### Differential expression analysis

Differential expression analysis was performed with package SCDE^81^ for R, using a |log2(FC)|> 1.5 and a *p* value < 0.01. Heatmaps were constructed taking the logarithmic transformation of the genes count table plus one.

#### Correlating enriched pathways with differentially expressed genes

The link between analyses was done in two steps: First, we extracted the most recurrent leading edges genes of the gene set analysis for every collection described in the enriched maps. Second, we quantified the number of hits for the differentially expressed genes into the most representative genes for each collection of step one, genes with the most hits were set as key genes.

#### Regulation Motif

We used IPA software which correlates desired genes into a built-in scientific literature database. We ranked the expression data of every comparison by log2(FC) and *p* value, and subsequently, we loaded the data into IPA core analysis. Taking hand of the IPA upstream regulators tool, we associated upstream molecules to the expression data. Then, we took only the regulators that were interconnected with several genes.

## Supplementary information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

Supplementary Table 8.

Supplementary Table 9.

## Data Availability

Raw data are available through the Gene Expression Omnibus (GEO) with accession number GSE145633. All code used for analysis is available at https://github.com/resendislab/scPipeline.

# Supplementary material for: Unveiling functional heterogeneity in breast cancer multicellular tumor spheroids through single-cell RNA-seq
**Source:** Sci Rep. 2020 Jul 29;10:12728. doi: 10.1038/s41598-020-69026-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplementary Material

Unveiling Functional Heterogeneity in Breast Cancer Multicellular Tumor Spheroids through Single-Cell RNA-seq.

Erick Andrés Muciño-Olmos*, Aarón Vázquez-Jiménez*, Ugo Avila-Ponce de León, Meztli Matadamas-Guzman, Vilma Maldonado, Tayde López-Santaella, Abrahan Hernández-Hernández** & Osbaldo Resendis-Antonio **

*Co-first authors of this manuscript.

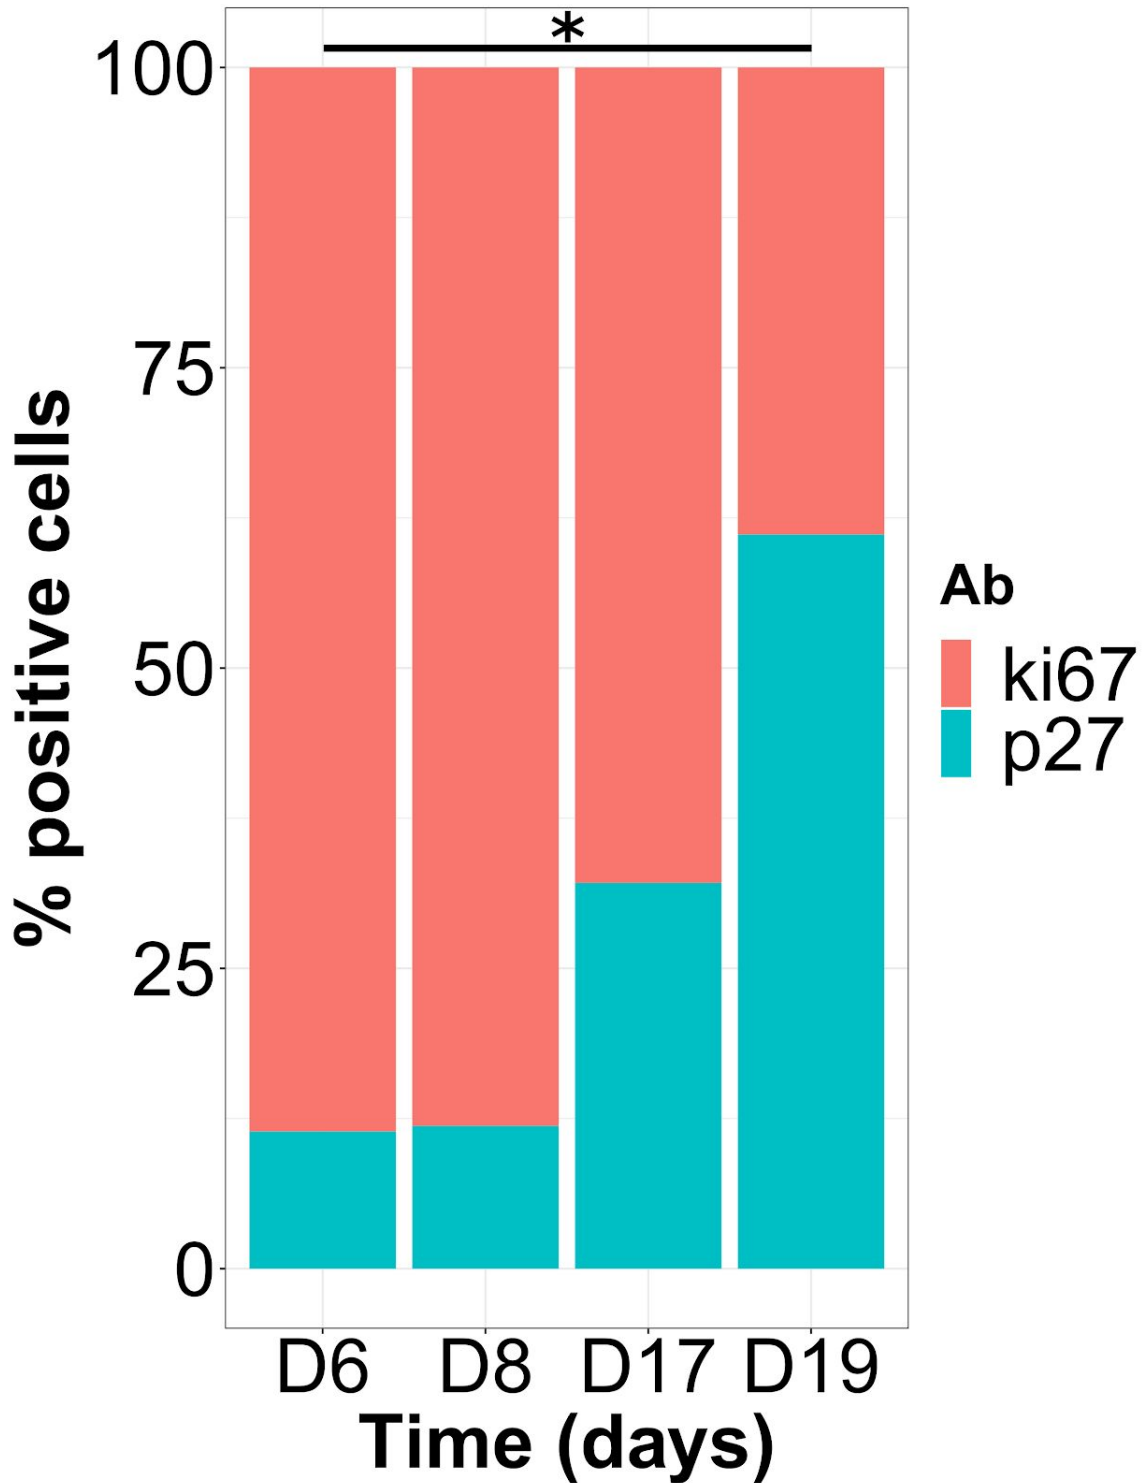

Figure S1: Immunophenotyping with flow cytometry analysis with KI67 and p27 markers given four temporal conditions, days 6, 8, 17 and 19. Expression of both markers for the D6vsD19 comparison shows statistical difference with a p -value <0.05 using a non-paired t-student test with equal variances. P-values for p27 and ki67 markers are 0.036 and 0.004, respectively. A Levene's Test was performed to test the equality of variance, non-significative results were found.

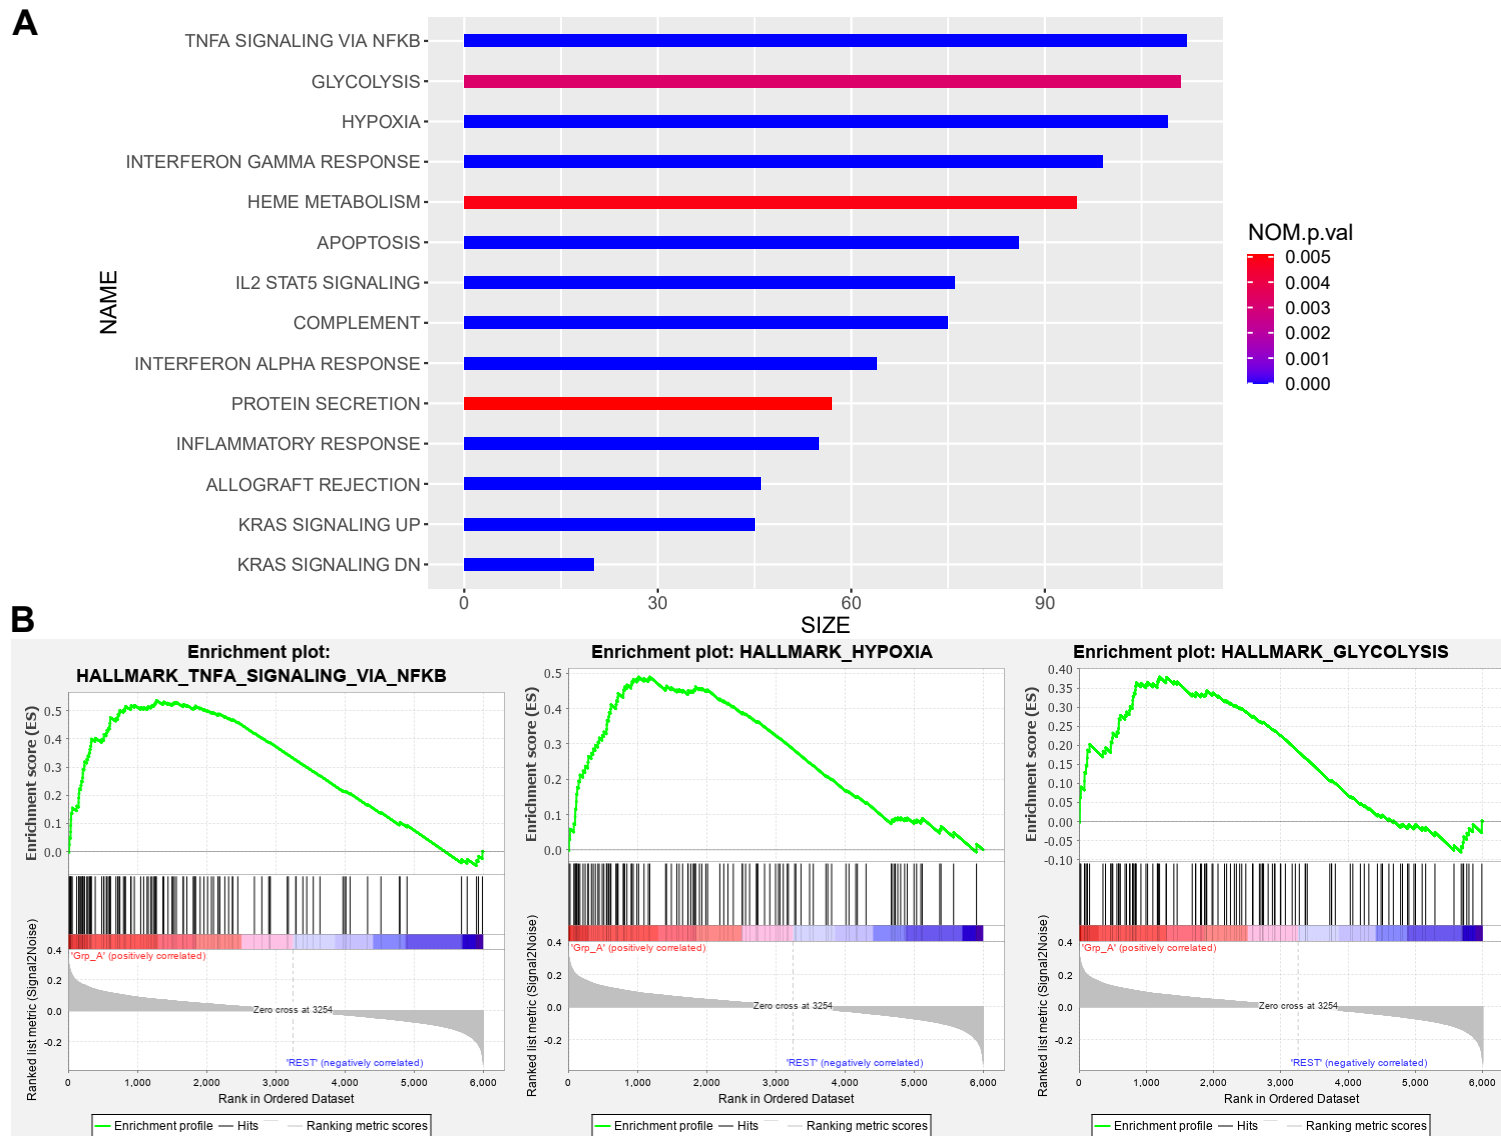

Figure S2: A. Cluster A barplot for the enriched gene sets of the MSigDB hallmark collection¹ with an FDR<0.05 and a p-value<0.01. B. Enriched plots for the top three enriched gene sets.

A

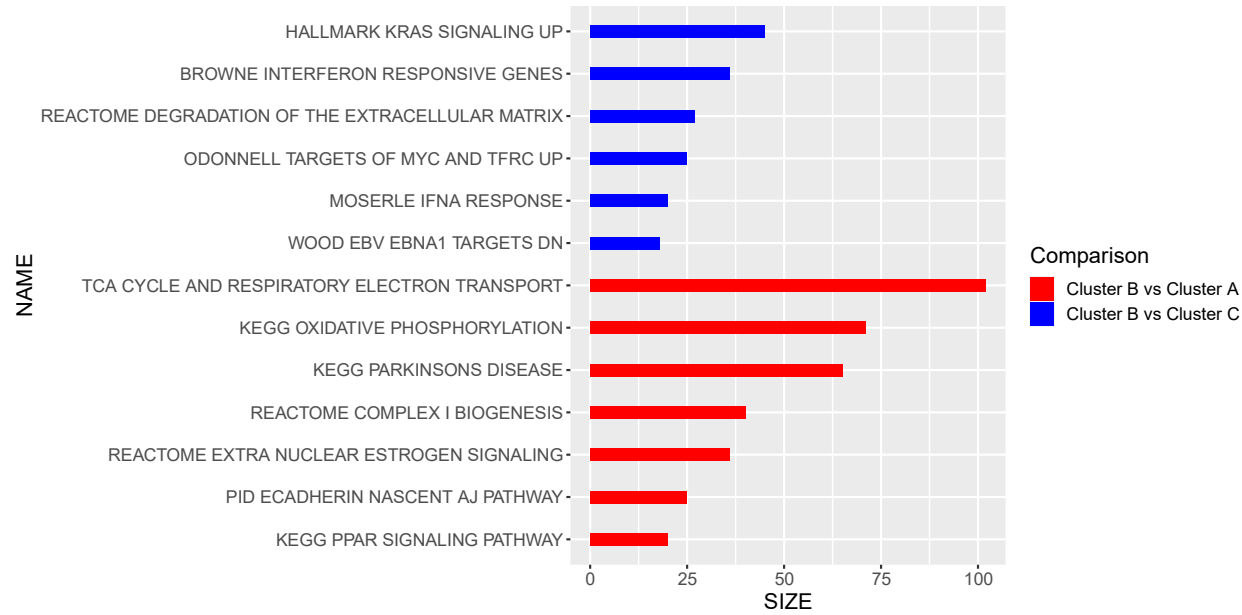

B

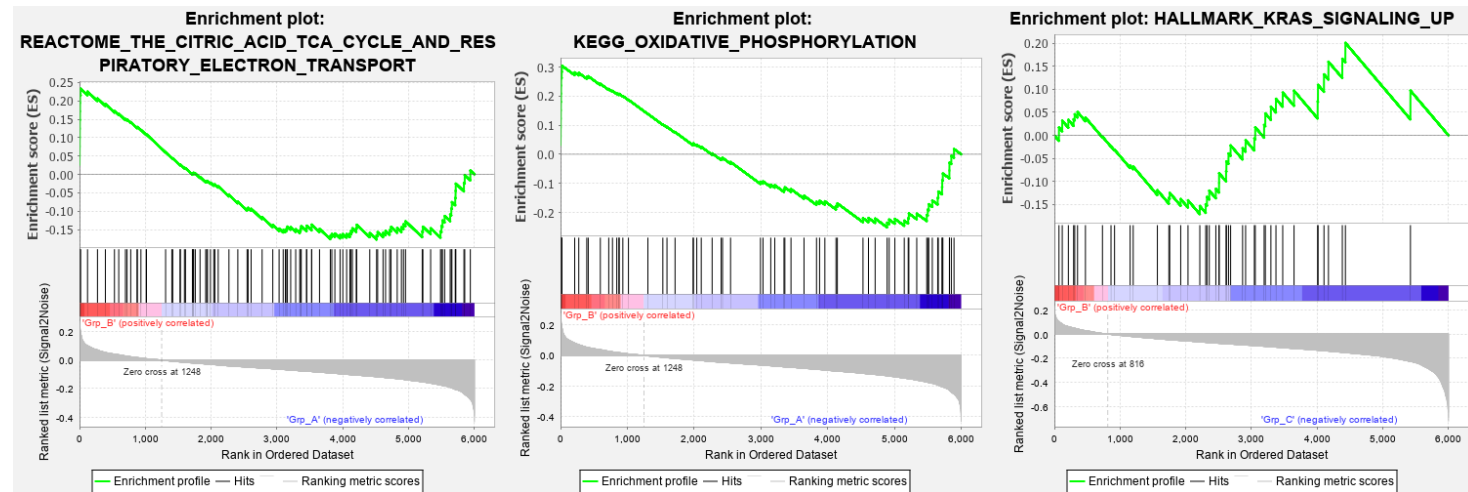

Figure S3: A. Cluster B barplot for the enriched gene sets for both comparisons with an FDR<0.05 and a p-value=0. B. Enriched plots for the top three enriched gene sets of both comparisons.

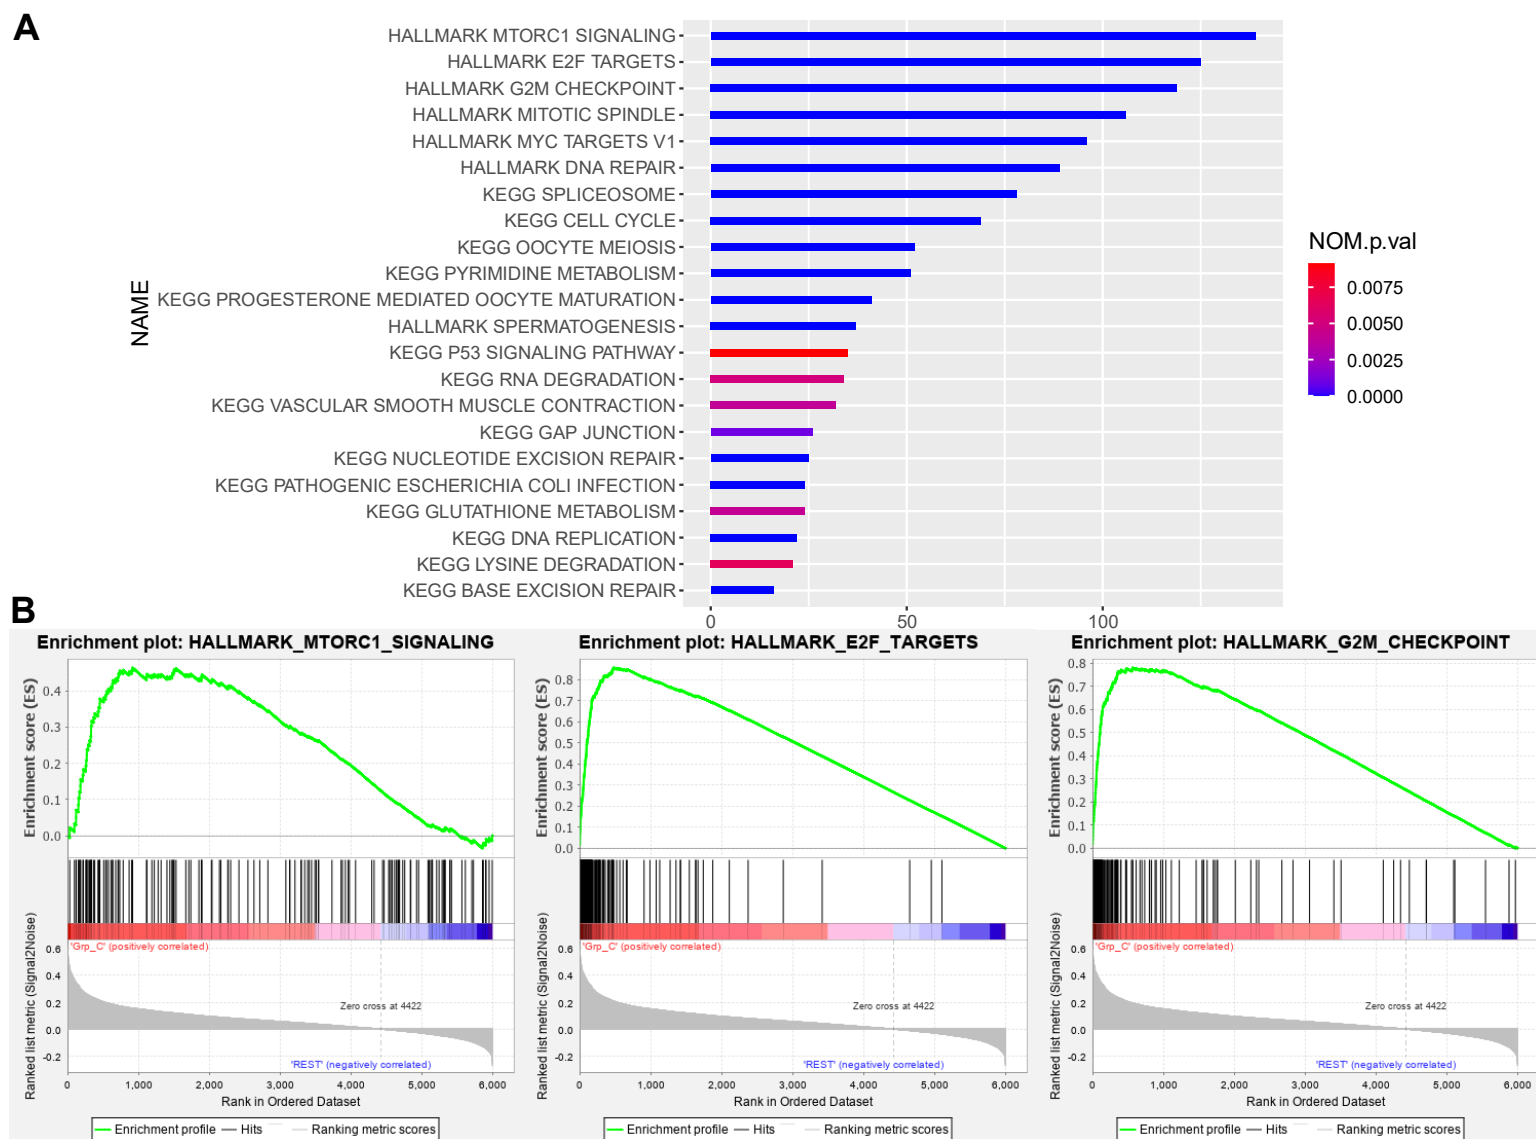

Figure S4: A. Cluster C barplot for the enriched gene sets of the MSigDB hallmark¹ and KEGG² collections with an FDR<0.05 and a p-value<0.01. B. Enriched plots for the top three enriched gene sets.

References

1. Liberzon, A. *et al.* The Molecular Signatures Database Hallmark Gene Set Collection. *Cell Systems* **1**, 417–425 (2015).
2. Minoru, K. & Susumu, G. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Research* **28**, 27–30 (2000).

How the deposited data were processed for this re-analysis (not part of the article)

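The data are counts from 3 droplet single-cell RNA libraries of MCF7 spheroids, 1 of D6 and 2 of D19 (replicates A and B). The paper describes the libraries of a day as technical replicates, so no p-value measures the spread between spheroid cultures of a day. Each measures only how far differences between clusters vary among these libraries, which include both days. The authors prepared them with the ddSEQ SureCell WTA 3′ kit, and the deposited values are whole-number counts per gene and barcode. The paper refers to Romagnoli et al. and Tian et al. for its processing, the submitters' processing notes name STAR and hg19, and versions, the gene annotation and the counting step are not given in the sources used here. The table of D19 replicate B used here ends at MED12 in alphabetical order (7998 complete rows, against 20321 in D6 and 20998 in D19 replicate A), and its last, incomplete row was left out. The shared rows hold 38.9% of the kept counts of D6 and 40.5% of D19 replicate A. In genes seen in few cells, entries of 5 are far rarer than entries of 4, as weighed under the observations, so exact Poisson intervals (95%) were taken on counts divided by 4 and rounded up. Intervals cover counting error only. Where a list's median takes genes at 0, they stand at a floor of 3 counts, which leaves out repeated counting.

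Barcodes with at least 1000 detected genes over the rows of their own file were kept. This is the paper's minimum, but over the partial rows of D19 replicate B it is stricter, and a minimum of 440 genes there, chosen after seeing the data, keeps 153 of its barcodes in place of 99. Kept counts summed to 7802310 in D6, 6074763 in D19 replicate A and 2050436 in D19 replicate B, whose rows are partial. No doublet caller was run and no correction for free RNA was made. Counts were scaled to 10000 per cell and log transformed, the 6000 genes with the largest residual of log variance on a smooth fit of log mean (mgcv 1.9.3) were taken, and 1 minus Pearson correlation gave the distance. UMAP (uwot 0.2.3, 15 neighbours, minimum distance 0.1, 300 iterations) gave 2 dimensions, and K-means with 50 starts gave 3 clusters. EM clustering used mclust 6.1.1. The over-dispersion model and UMAP package of the paper were not at hand, so the clusters are rebuilt, not those of the study, and the proliferative-like, interferon-like and the third cluster are set beside its Clusters C, A and B.

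For tests, each count went with a chance of 0.5 to the part that formed the clusters and otherwise to the part that was tested, and held-out counts were summed by library and cluster (at least 10 cells per sum). The 8 sums were fitted with edgeR 4.0.16 (TMM factors, its filter on low counts, quasi-likelihood test, library as a block) with 3 residual degrees of freedom and a biological coefficient of variation of 0.172, and 6 comparisons between clusters were made. Standard errors given for edgeR are the absolute log2 fold change divided by the square root of the F statistic of the test. Genes after MED12 were fitted on D6 and D19 replicate A with 1 residual degree of freedom and 10488 genes, where the spread is largely shared across genes. Fits without a D19 library also hold 1 interferon-like sum and 1 residual degree of freedom, so their p-values carry the same limit. Gene lists were written before the data were examined and tested with camera and fry (limma 3.58.1). For a cluster against the other 2 they were adjusted over 78 comparisons of 26 lists, and the pairs of clusters were adjusted apart from these. The lists written cover S phase, G2 and M phase, nucleotide synthesis, interferon response, MHC class I, JAK-STAT, NF-kB, hypoxia, glycolysis, the respiratory chain, the citric acid cycle, extracellular matrix, mesenchymal, estrogen, epithelial, sphingolipid, apoptosis, quiescence, MYC, proteasome, splicing, immediate-early, unfolded protein, cholesterol and other cell type genes, the regulators of Fig. 7b and the markers of Supplementary Table S9, which the study chose on these samples. Proteasome and other cell type genes are not among the 26 lists tested over the shared genes. DESeq2 1.42.0 was an alternative. R 4.3.3, data.table 1.17.8 and Matrix 1.6.5 were used. Days were compared by CPM without a test, beside 10000 random lists matched on expression.

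The genes named are, by a rule fixed before the data were examined, every gene named in the results text, Fig. 6a or Fig. 7 of the paper, the 8 largest fold changes in each direction among called genes with the same direction in every library, for days the 8 in each direction among genes of at least 100 counts whose D19 libraries lie on the same side of D6, and as list examples the 4 called genes of highest expression (or the 4 of highest expression where none was called). Values in the paper's tables had been seen when the rule was written. Coordinates are from the GENCODE annotation of GRCh37, the build of hg19, by symbol. On simulated counts in which 200 genes were changed in 3 libraries, 59.2% of genes changed by a log2 fold change of 1 and 97.8% of those changed by 2 were called for the proliferative-like cluster (4389 genes), 47.4% and 94.8% for the interferon-like (4417 genes) and 72.3% and 100% for the third cluster (4398 genes). With all cells drawn from 1 population and clustered alike, no gene was called in the 6 comparisons (4193 genes). None was called without the split of counts either, so this simulation does not show what the split achieves. Its cells differ only in depth and counting, unlike those of the data. Alternatives to the cell filter, clustering, count split, test, normalization, filter, depth and libraries were tried, and those added after seeing the data concern barcodes under 4000 counts, the gene minimum of D19 replicate B, the rows used, repeated counting and clusters from other genes. The paper's flow cytometry, diameters, pathway counts and upstream regulator analysis were not analysed here.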

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

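No explanation was tested for the values in this part, which were chosen by rules that needed the values to be seen. In D6 the third cluster lay above the proliferative-like cluster for 4 lists whose direction was opposite in both D19 libraries, and the difference between the days was not tested. The median log2 ratio of the third over proliferative-like was 0.35 in D6 for the 29 interferon response genes, against −0.72 in D19 replicate A and −0.50 in D19 replicate B. It was 0.34 for hypoxia and HIF1A targets (−0.01 and −0.03), 0.19 for quiescence genes (−0.07 and −0.01) and 0.025 for epithelial markers (−0.10 and −0.17).

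The paper's text and Supplementary Tables S8 and S9, as held here, do not report the following genes, which edgeR called in the third or the interferon-like cluster with the same direction in both D19 libraries. In the third cluster the log2 fold changes were 1.87 for ERO1LB (standard error 0.32, edgeR adjusted p = 4e-05), 1.49 for AKR1B10 (adjusted p = 0.00784), 1.31 for DMTF1 (0.0266), 1.27 for AKR1C1 (1.22e-05), 1.24 for COL5A1 (0.0347), 1.17 for DYRK3 (0.0393), 1.17 for AC007405.6 (0.0118) and 1.15 for ME1 (9.63e-12). The calls of AKR1B10, COL5A1, DMTF1 and DYRK3 ended under most settings, those of ERO1LB and AC007405.6 without D19 replicate A (1.41 and 0.67), and those of AKR1C1 and ME1 with K-means on the distance matrix (0.62 and 0.50).

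In the interferon-like cluster they were 5.71 for CXCL11 (0.81, edgeR adjusted p = 3.7e-07), 4.02 for FBLN5 (0.0123), 3.58 for CD274, which encodes PD-L1 (0.0458), 3.21 for CTD-2319I12.1 (1.11e-10), 3.13 for GBP1 (0.000118), 3.00 for LIFR (0.00130), 2.96 for C8ORF4 (0.00299) and 2.90 for FAXDC2 (0.000171). Without D19 replicate A the calls of FBLN5, LIFR, C8ORF4 and FAXDC2 ended, that of CD274 ended under most settings, and that of GBP1 by DESeq2.

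CHI3L1, a secreted glycoprotein gene, had a log2 ratio of 5.47 between the days, from 2 counts in D6 (0.66 CPM), 129 in D19 replicate A (52.4 CPM, 95% interval 36.9 to 75.3) and 12 in D19 replicate B (5.85 CPM, 1.21 to 17.1), a ratio of 47.5 with an interval of 4.08 to 984. COL3A1, a fibroblast collagen gene, had a log2 ratio of −3.57 in D19 replicate A over D6, with 305 counts in 37 of 160 cells of D6 and 20 counts in 2 of 195 cells of D19 replicate A, while all fibroblast markers together had 403 counts in D6 and 55 in D19 replicate A.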

How the results depend on the processing

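The settings fixed before the data were examined and those added afterwards (barcodes under 4000 counts, 440 genes in D19 replicate B, all rows of D6 and D19 replicate A, counts collapsed by 4, clusters from other genes) are given together. The days' composition without D6 gives no share difference, and totals without mitochondrial genes were not run for the days, since the shared rows hold none. No paired analysis was possible because the labels give the days no shared replicate numbers, and the library block is a block of cluster sums within a library. Of 64 single genes, 49 kept direction and side of the threshold without D19 replicate B, 42 without D19 replicate A, and 52 of 62 without D6. With RLE factors and with no filter on low counts all 64 did, with DESeq2 39, with split seed 2 and split seed 3 47 and 45 of 63, and with K-means on the distance matrix 8 of 30. Depth limits the smallest genes, and where a value moved, the cause was not tested unless the setting itself uses fewer genes, cells or libraries.

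Cells kept were 2712 at 500 genes. With K-means on the distance matrix, and thinned, the names of the clusters go against part of their markers (values in the last paragraph of this part), so the shares below are not of the same class of cells there. The share of the proliferative-like cluster, D19 minus D6, was −41.2 points, and −0.88 with K-means on the distance matrix, −15.3 with UMAP on the rows of the distance matrix, −61.0 at 500 genes per cell, −59.1 with cells thinned to equal depth and −22.1 centred within each library, and from −45.4 to −38.4 without a D19 library. For the interferon-like cluster it was 48.3 points, and in the same order 2.71, 15.9, 25.7, 28.8 and 3.84, with 29.2 without the fixed list genes, 30.8 over all rows of D6 and D19 replicate A, and 55.7 to 64.4 without a D19 library. For the third cluster it was −7.12 points, and 35.4 at 500 genes per cell, 30.3 thinned, 17.4 without the fixed list genes, 18.3 centred, and −26.0 to −10.3 without a D19 library.

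Genes called numbered 590 for the proliferative-like cluster against the other 2, and 116 with K-means on the distance matrix, 354 with DESeq2, 59 with cells thinned to equal depth, 304 with counts collapsed by 4 before the split, and 333 to 515 without a library. For the interferon-like cluster there were 264, and 61, 107, 26 and 141 in the same order, 159 over all rows without barcodes under 4000 counts, and 115 to 292 without a library. For the third cluster there were 321, and 124 with no library block, 100 with DESeq2, 85 thinned, 130 over all rows without barcodes under 4000 counts, and 81 to 331 without a library. For interferon-like against the third there were 159, and 101 on full counts with no split, 87 and 74 with split seeds 2 and 3, 239 on the distance matrix, 66 with no library block, 53 with DESeq2, 42 thinned, 50 over all rows without barcodes under 4000 counts, and 41 to 232 without a library. For interferon-like against proliferative-like there were 490, and 7 on the distance matrix, 252 with DESeq2, 27 thinned, 237 collapsed by 4, and 235 to 424 without a library. For the third against proliferative-like there were 574, and 311, 327, 85 and 330 in that order, and 325 to 459 without a library. For a cluster against the other 2, camera called 47 of 78 list comparisons, and 8 on the distance matrix, 15 thinned (of 60) and 4 with an estimated correlation. The median interferon response ratio of the days was 2.60, and 3.16 thinned and 2.47 to 2.63 without a D19 library.

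Directions turned most often with K-means on the distance matrix. In the proliferative-like cluster ANLN then stood at −0.037, ARHGAP11A at −0.34, and the lists of nucleotide synthesis at −0.055, MHC class I at 0.042, JAK-STAT signaling at 0.005 and unfolded protein stress at 0.11. In the interferon-like cluster IFI44 stood at −0.86, CDKN1A at −0.25, CCNA2 at 0.50, and the lists of G2 and M phase at 0.034, nuclear respiratory chain at 0.39, citric acid cycle at 0.22, extracellular matrix at −0.18, estrogen response at −0.31, MYC targets at 0.22, splicing at 0.23, cholesterol synthesis at −0.10 and the Cluster A markers of Table S9 at −0.51. In the third cluster BRIP1 stood at 0.25 and the lists of S phase at 0.041, nucleotide synthesis at 0.27 and Cluster A markers at 0.61. With cells thinned to equal depth, which leaves 791 genes, CDKN1A in the interferon-like cluster stood at −0.10, and its lists of respiratory chain at 0.29, citric acid cycle at 0.086, estrogen response at −0.054, apoptosis at −0.10, MYC targets at 0.12 and splicing at 0.12, while in the third cluster interferon response stood at 0.55, NF-kB at 1.18, MYC targets at −0.45, immediate-early genes at 0.055 and Cluster A markers at 1.26. With counts collapsed by 4 before the split, the interferon-like cluster had FAM83D at 0.70, CCNA2 at 0.51, CDK1 at 0.51 and HJURP at 2.04, and the third cluster NF-kB at 0.12. With clusters from other genes ASPM stood at 0.17 in the interferon-like cluster. Its mesenchymal list stood at −0.35 with split seed 3 and −0.25 without cells of high mitochondrial share, and the NF-kB list of the third cluster at 0.24 with split seed 2, 0.23 with split seed 3, 0.59 without D19 replicate A and −0.275 without D6 (its mean and median differ in sign). Without barcodes under 4000 counts, interferon-like over proliferative-like stood at −0.50 for MT-CO1, −0.30 for MT-CO2, −0.19 for MT-CO3, −0.14 for MT-ND3, −0.32 for MT-ND4, −0.21 for MT-CYB and −0.012 for MT-ATP6.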

Differences from the paper's values

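The paper gives 13589 genes for its cells, and 21582 genes had a count here (22409 with a minimum of 500 genes per cell and 21429 with 1500, so neither alternative set before the data were examined closes this difference). The paper left out genes with no count in any cell, as was done here. The counts come from different sets of cells. Here there were 454, with 1 library of D6 and a partial table of D19 replicate B.

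In Supplementary Table S8, of which the copy used here holds 151 distinct genes of the 223 the paper gives, the fold changes come from a test that took cells as replicates, and here from sums per library. Its sheet states p of at most 0.05 where the text states p under 0.01. The log2 fold changes of genes that the rule names were set beside it for 43 values, and 37 differ by more than the standard error here. For Cluster A over Cluster B, the paper's value is −1.53 for MT-ATP6 and 0.25 was found here, and likewise 3.88 and 0.65 for S100A8, 5.08 and 1.32 for SGO1, and 2.15 and 1.67 for IFI44. For Cluster A over Cluster C, the paper gives lower mitochondrial genes and a higher level was found, with −1.94 in the paper and 0.74 here for MT-ND3, −1.91 and 0.62 for MT-ATP6, −1.77 and 0.70 for MT-CO2, −1.6 and 0.49 for MT-ND4, −1.63 and 0.64 for MT-CYB, −1.67 and 0.71 for MT-CO3, −1.7 and 0.44 for MT-ND2, −1.57 and 0.54 for MT-CO1, −1.91 and 0.45 for MT-ND5, and −1.63 and 0.91 for MT-RNR1. Proliferation genes had the paper's direction and mostly a larger size here, with −5.31 in the paper and −4.55 here for RRM2, −3.68 and −4.53 for TOP2A, −3.57 and −6.96 for CDK1, −2.76 and −5.48 for ANLN, −2.59 and −3.52 for RACGAP1, −2.69 and −4.36 for FOXM1, −2.42 and −4.97 for MKI67, −1.67 and −4.55 for ARHGAP11A, and −1.74 and −4.72 for SGO1. Of the genes higher in Cluster A, CXCL10 had 4.29 in the paper and 4.59 here, within the error, and others had a smaller size here, with 4.26 in the paper and 2.72 here for S100A8, 3.03 and 1.36 for IFI44, 6.16 and 2.62 for S100A9, 3.2 and 2.33 for H2BC21, and 6.3 and 2.27 for S100A7. For Cluster B over Cluster C, the paper's −3.7 and −6.13 here are for TOP2A, −3.49 and −5.82 for CDK1, −2.71 and −3.92 for ANLN, −2.84 and −4.61 for RACGAP1, −2.64 and −10.07 for MKI67 (which had no count in the third cluster here, so that the fitted value is no bound), −2.81 and −4.72 for FOXM1, −6.89 and −6.03 for SGO1, −1.82 and −4.93 for ARHGAP11A, and 2.67 and 1.18 for H2BC21.

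Of the alternatives set before the data were examined, H2BC21 of Cluster A over Cluster C falls within the error without D19 replicate A, IFI44 of Cluster A over Cluster C with no library block and with DESeq2, and IFI44 of Cluster A over Cluster B with no library block, with DESeq2 and without D19 replicate A. The other shared genes keep the difference under every such alternative, and for genes after MED12 none of them was run. Leaving out barcodes under 4000 counts, chosen after seeing the values, brings RRM2 of Cluster A over Cluster C within the error with all 126 genes of the table in this pair still measured, and turns MT-CO1, MT-CO2, MT-CO3, MT-ND3, MT-ND4, MT-CYB and MT-ATP6 of Cluster A over Cluster C to the paper's direction without reaching its size. Over the whole copy of the table, 11 of 13 genes had the paper's sign for Cluster A over Cluster B (10 with that alternative), 112 of 126 for Cluster A over Cluster C (121) and 102 of 102 for Cluster B over Cluster C (102).

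At the paper's thresholds 318 genes passed here and 223 in the paper, which took cells as replicates. The 318 are of 4609 shared genes up to MED12 and the paper's 223 of its whole evaluated set, so the counts rest on different genes. The count was 335 on full counts with no split, 365 with no filter on low counts and 40 with cells thinned to equal depth. The paper proposes from its UMAP projection that cells of the days do not separate, and in the distances 60.0% of the neighbours of D6 cells were of D6, against 35.1% under mixing. Of the neighbours of D19 replicate B cells, 50.9% were of their own library, against 21.6% under mixing. With 1 library of D6, day and library cannot be told apart in these values. The paper proposes 3 clusters for K-means in UMAP space, and the elbow here fell at 2. From gene set enrichment it states that genes of the citric acid cycle and the electron transport chain are higher in Cluster B than in Cluster A. By single genes, edgeR called none of 10 and none of 26 nuclear genes in this pair, where 43.2% of simulated log2 changes of 1 were recovered. The median of interferon-like over the third was −0.22 for the cycle, the paper's direction, and 0.13 for the chain (camera adjusted p = 0.0585 and 0.112). The paper states, also from enrichment, that interferon genes are higher in Cluster B than in Cluster C. Here 1 of 29 was higher and 5 were lower, with a median log2 fold change of −0.28, while for S100A8 and S100A9 it was 2.07 and 2.04. It states that SGO1 differs between all clusters, and here interferon-like against the third had 1.32 (edgeR adjusted p = 0.815), while its other pairs were called. The paper states that CXCL10 is higher in Cluster A, and edgeR gave 4.38 (adjusted p = 0.0616). The gene was called with no library block, with DESeq2, with split seed 2 and, chosen after seeing the values, with counts collapsed by 4 before the split. Table S8 gives IL17C as higher in Cluster A, and edgeR gave 3.71 (adjusted p = 0.116). This gene was called with split seed 2, split seed 3, no library block and DESeq2, and, chosen after seeing the values, with counts collapsed by 4 before the split and with clusters from other genes. Fits with 1 interferon-like sum are left out for CXCL10 and IL17C. S100A8, which Table S8 gives for Cluster A over Cluster B, had 0.65 here, and was called at 2.35 without barcodes under 4000 counts, chosen after seeing the values. From its enriched pathways the paper proposes that Cluster A has glycolytic activity. By single genes, edgeR called none of 9 genes of glycolysis against Cluster C, in a pair where 35.8% of simulated log2 changes of 1 were recovered.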

Other observations

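The tests of explanations in this part, and the splits of the sums, were chosen only after the results were seen, while the gene lists and the comparisons of clusters and days were fixed before the data were examined. Of 11 measured NF-kB and inflammation genes, 6 were higher in the interferon-like cluster than in the other 2 and none lower by edgeR (8 higher when adjusted over the list alone), with a median log2 fold change of 1.07 (camera adjusted p = 1.51e-13, and adjusted p = 0.149 with an estimated correlation). They include the cytokine gene LTB (1.07, standard error 0.15, edgeR adjusted p = 3.7e-07) and IER3 (1.07, 0.17, adjusted p = 8.13e-06). LCN2 was higher in the third cluster than in the other 2 together (1.10, 0.11, edgeR adjusted p = 9.63e-12). Of 9 quiescence genes, 4 were higher in the interferon-like cluster and none lower (4 over the list alone, median 0.51, camera adjusted p = 0.00273, and adjusted p = 0.223 with an estimated correlation), among them the transcription factor genes FOXO3 (1.05, edgeR adjusted p = 0.00643) and KLF4 (0.91, adjusted p = 0.00245). Of 17 immediate-early and heat shock genes, which respond to dissociation of tissue, 5 were higher and 1 was lower there, also when adjusted over the list alone (median 0.28, camera adjusted p = 0.0101, and adjusted p = 0.235 with an estimated correlation). Of 3 mesenchymal markers 1 was higher and none lower, also over the list alone, the fibronectin gene FN1 (1.35, 0.21, edgeR adjusted p = 4.3e-06), and the median of 0.45 (camera adjusted p = 0.0496, and adjusted p = 0.323 with an estimated correlation) turned to −0.35 with split seed 3. Of 11 genes of cholesterol synthesis, 6 were lower in the proliferative-like cluster and none higher (7 lower when adjusted over the list alone), with a median of −0.45 (camera adjusted p = 0.00377, and adjusted p = 0.234 with an estimated correlation), among them HMGCS1, an enzyme of the mevalonate pathway (−0.78, 0.14, edgeR adjusted p = 2.1e-05). Over all rows of D6 and D19 replicate A, 1 of 34 proteasome genes was higher in the proliferative-like cluster and none lower (median 0.09), and of 78 ribosomal protein genes 2 were higher and none lower (0.05).

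By the rule for named genes, the 8 called genes with the lowest fitted fold changes in the proliferative-like cluster were CHI3L2 (−3.53), the complement gene C1S (−3.38), the laminin gene LAMB3 (−3.17), FAXDC2, FILIP1L, CTIF, the histone gene HIST1H4H and GPR115 (−2.49). In the interferon-like cluster they were FAM83D, C11ORF82, KIF14, KIF2C, ASPM, CCNA2, CDK1 and HJURP, and in the third cluster KIAA1524, GTSE1, KIF4A, MCM5, BUB1B, DEPDC1, AURKB and BRIP1, most of them genes of mitosis or DNA replication. Between the days, with 1 library of D6 and no test, the 8 largest rises over the shared genes were IFI44L, IFI44, CHI3L1, CXCL11 (no count in D6, 50 in D19 replicate A and 137 in D19 replicate B, a ratio whose 95% counting interval starts at 8.25), IFITM1 (26.0-fold), C8ORF4 (24.5-fold), CXCL10 (22.6-fold, with 31.3 CPM in D6, 654 in D19 replicate A and 761 in D19 replicate B) and IFIT3 (21.3-fold). The 8 largest falls were FOSB (8.24-fold), LMNB1 (7.82-fold), FAM64A (7.61-fold), CDC25C, E2F1, KIAA1524, EGR1 and ASF1B (5.50-fold). Among genes after MED12, RSAD2 (21.4-fold) and SAMD9 (12.0-fold) rose most in D19 replicate A over D6 and COL3A1 fell most (11.9-fold). Over the shared genes HIF1A had 1902 CPM in D6, 3635 in D19 replicate A and 3414 in D19 replicate B. MKI67 had 64.2 CPM in D6 (95% interval 53.8 to 76.9) and 29.0 in D19 replicate A (21.1 to 38.9), and CDKN1B, the gene of p27, had 109 and 92.5 CPM in D6 and D19 replicate A, both genes over all rows of these tables.

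Within clusters, interferon genes were also higher at day 19. In the proliferative-like cluster 21 of 23 measured genes had a higher level in both D19 libraries than in D6 and none a lower one (median log2 ratio 2.40), and in the third cluster 17 of 24 were higher and 2 lower (0.89). A candidate explanation is free RNA from interferon-like cells, which would keep its genes in 1 ratio. The list stood at 78.8% of its interferon-like level in the proliferative-like cells of D19 replicate A where CXCL10 stood at 7.10%. The lower bound of this ratio was at least 5.23 in the D19 libraries, and at least 2.32 in the third cluster. The list level also holds the cells' own RNA, which in D6 was 34.6 counts per 10000 in the proliferative-like and 41.0 in the third cluster. CXCL10 is also a marker that named the interferon-like cluster, so its low level elsewhere is partly built in. With the D6 level taken off, background at its CXCL10 level would allow up to 39.6% of the rise in D19 replicate A and 24.3% in D19 replicate B in the proliferative-like cluster, and up to 74.4% in the third cluster. Such RNA as the only source is thus argued against in the proliferative-like cluster and not decided in the third. A library or culture batch cannot be told apart from the day, since there is 1 library of D6, and a difference in biology between the days stays open and untested.

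The kept barcodes of fewer than 4000 counts and high mitochondrial share, described with the cells kept, may be empty droplets with free RNA or damaged cells. Free RNA of 1 composition in all of them is argued against, since barcodes placed in the proliferative-like cluster by 1 part of its genes had 3.37 times the share of the other part found in the rest of these barcodes in D6, and 4.10 times in D19 replicate A. In held-out counts, proliferative genes took 113 per 10000 (88.3 to 144) in those of the D6 proliferative-like cluster, near the 102 of background barcodes (500 to 2000 counts). Those alone cannot be told apart from background. The rest of D6 had 43.3 (26.4 to 72.6). In D19 replicate A the values were 134 (98.1 to 184) and 29.9 (22.0 to 39.8), against 57.1 in background. Cells that had lost cytoplasmic RNA would keep nuclear RNA, and the median share of MALAT1 and NEAT1 was 7.39 times that of the other kept barcodes in D6 and 4.95 times in D19 replicate A. This share was not compared with background barcodes, so it does not set damaged cells apart from free RNA. The median mitochondrial share of 20.9% in D6 lay above the 5.21% of background, and the 5.05% in D19 replicate A below its 5.90%. Mixtures of both stay open, and no biological explanation was tested.

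In genes seen in few cells, entries of 1 to 4 counts were far more common than entries of 5 in every library. If each value were the sum of 4 separately counted parts, entries would fall steeply after 4, and the ratio of entries of 4 to 5 was at least 9.59 times that of 3 to 4 (20.5 in D6, 10.8 in D19 replicate A and 9.59 in D19 replicate B), which is consistent with such a sum, in which a molecule could be counted up to 4 times. No biological explanation was tested.

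In other splits of the 8 sums into groups of the same sizes, drawn 100 of 280 with the real one included, 2 called as many genes as the 590 of the proliferative-like cluster (highest other 624), 1 as many as the 321 of the third cluster (highest other 282) and 1 as many as the 574 of the third against proliferative-like (highest other 547). These splits also move clusters between libraries, which the fit treats as blocks. With the clusters exchanged only within libraries, 1 of 36 splits called as many as the 574 (highest other 547). The clusters were drawn over all libraries together, on counts not fully independent of those tested. Their match between libraries is therefore partly built in, and this share does not exclude chance. For a cluster against the other 2 there are 18 such splits, too few for a share under 0.05, with 590 for the proliferative-like cluster (highest other 321) and 321 for the third cluster (highest other 624). The interferon-like cluster has 2 sums, too few for this test.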
